# RNA-Sequencing Reveals Unique Transcriptional Signatures of Running and Running-Independent Environmental Enrichment in the Adult Mouse Dentate Gyrus

**DOI:** 10.3389/fnmol.2018.00126

**Published:** 2018-04-13

**Authors:** Catherine-Alexandra Grégoire, Stephanie Tobin, Brianna L. Goldenstein, Éric Samarut, Andréanne Leclerc, Anne Aumont, Pierre Drapeau, Stephanie Fulton, Karl J. L. Fernandes

**Keywords:** dentate gyrus, exercise, RNA-sequencing, social environment, hippocampal neurogenesis, environmental enrichment

## Abstract

Environmental enrichment (EE) is a powerful stimulus of brain plasticity and is among the most accessible treatment options for brain disease. In rodents, EE is modeled using multi-factorial environments that include running, social interactions, and/or complex surroundings. Here, we show that running and running-independent EE differentially affect the hippocampal dentate gyrus (DG), a brain region critical for learning and memory. Outbred male CD1 mice housed individually with a voluntary running disk showed improved spatial memory in the radial arm maze compared to individually- or socially-housed mice with a locked disk. We therefore used RNA sequencing to perform an unbiased interrogation of DG gene expression in mice exposed to either a voluntary running disk (RUN), a locked disk (LD), or a locked disk plus social enrichment and tunnels [i.e., a running-independent complex environment (CE)]. RNA sequencing revealed that RUN and CE mice showed distinct, non-overlapping patterns of transcriptomic changes versus the LD control. Bio-informatics uncovered that the RUN and CE environments modulate separate transcriptional networks, biological processes, cellular compartments and molecular pathways, with RUN preferentially regulating synaptic and growth-related pathways and CE altering extracellular matrix-related functions. Within the RUN group, high-distance runners also showed selective stress pathway alterations that correlated with a drastic decline in overall transcriptional changes, suggesting that excess running causes a stress-induced suppression of running’s genetic effects. Our findings reveal stimulus-dependent transcriptional signatures of EE on the DG, and provide a resource for generating unbiased, data-driven hypotheses for novel mediators of EE-induced cognitive changes.

## Introduction

The hippocampus is a component of the brain’s limbic system that has been implicated in higher cognitive processes such as learning and memory, spatial navigation, and emotional regulation (Frankland et al., 1998; Bannerman et al., 2003; Kheirbek et al., 2013; Trivino-Paredes et al., 2016). Its cellular organization includes a prominent tri-synaptic circuit that spans across its two main structures, the dentate gyrus (DG) and Ammon’s horn (CA), with the neocortex serving as the principal source of inputs and outputs (Anderson et al., 2007). The precise mechanisms by which the hippocampal tri-synaptic circuit mediates higher cognitive processes remains incompletely understood, but it is likely that the DG plays a prominent role in hippocampal-dependent functions (Arruda-Carvalho et al., 2011; Kheirbek et al., 2013; Vukovic et al., 2013). Anatomically, synapses between axons of entorhinal cortex neurons and DG granule cells are the first synapses of the tri-synaptic circuit and represent the principal gateway to hippocampal function (Anderson et al., 2007). By virtue of its dense granule cell layer, which vastly outnumbers inputs from the cortex, the DG performs a pattern separation function that enables closely related inputs to be encoded distinctly within the CA3 layer (Deng et al., 2010; Aimone et al., 2014). The DG is also the sole region of the hippocampus in which neural stem cells (NSCs) remain active throughout life (Gage, 2000; Kriegstein and Alvarez-Buylla, 2009; Bond et al., 2015). NSCs continuously produce new, highly plastic granule neurons through the process of adult neurogenesis, and ablation of these newly generated granule cells in rodents compromises normal learning and memory as well as regulation of stress and emotion (Kheirbek et al., 2013; Aimone, 2016).

Hippocampal and wider brain functions are powerfully enhanced by environmental enrichment (EE) (Hebb, 1947; Rosenzweig et al., 1962; La Torre, 1968; Bennett et al., 1969; Kempermann et al., 1997; Gelfo et al., 2017). EE typically involves exposure to diverse multisensory stimuli, including physical activity, social enrichment, and spatial complexity, which trigger the changes in growth factor synthesis, dendritic modifications, synaptic plasticity, and neurogenesis that are thought to underlie improvements in brain function (Nithianantharajah and Hannan, 2006). Physical activity is a particularly critical component of EE, with running having been directly established as the stimulus of EE-induced DG neurogenesis in rodents (Kobilo et al., 2011; Mustroph et al., 2012; Gregoire et al., 2014). Moreover, physical activity paradigms in humans can substantially improve cognition during aging, mild cognitive impairment, and dementia (Baker et al., 2010; Carvalho et al., 2014; Strohle et al., 2015; Groot et al., 2016; Bettio et al., 2017). The running-independent components of EE also measurably impact rodent brain function, increasing depolarization-associated c-fos expression within the DG while decreasing circulating levels of the stress hormone corticosterone (Gregoire et al., 2014), whose receptors are richly expressed in the brain. Thus, running and running-independent components of EE exert distinct and separable physiological effects on the DG.

The cellular and molecular mechanisms mediating EE-induced changes in DG function remain only partially understood. Previous candidate-based studies have identified growth factors such as brain-derived neurotrophic factor (BDNF), fibroblast growth factor (FGF)-2, insulin-like growth factor (IGF)-1, and vascular endothelial growth factor (VEGF) as molecular mediators of EE effects on the DG. To investigate this question in a more unbiased fashion, here we used an RNA sequencing (RNA-Seq) strategy to perform a genome-wide assessment of EE-induced transcriptional changes. Our data illuminate global patterns of biological functions, cellular compartments, and genetic pathways modified within the DG in response to running and running-independent EE paradigms.

## Materials and Methods

### Mice

Animal procedures were approved by the institutional animal care committees of the University of Montreal and the CRCHUM and were conducted in accordance with the guidelines of the Canadian Council of Animal Care. Experiments were performed using 3-month-old male CD1 mice (Charles River Laboratories, Saint-Constant, QC, Canada) that were housed in a reverse 12-h light/dark cycle (lights on at 10:00 pm and off at 10:00 am) with food and water *ad libitum*. For behavioral testing, a total of 44 mice were used (14–15/group), which were obtained using two separate cohorts of mice. For transcriptomic studies, a total of 24 mice were used (8/group).

### Environmental Enrichment

Since our previous work did not detect any additive effects of running and running-independent EE on DG neurogenesis, DG c-fos expression, or levels of circulating corticosterone (Gregoire et al., 2014), for the present study, we used three experimental groups in behavioral and transcriptomic experiments: an individually-housed voluntary running group (RUN group), an individually-housed locked disk control group (LD group), and a socially-housed running-independent EE group. In the behavioral experiments, the running-independent EE group was housed with a locked disk+social housing (SOC group), while in the transcriptomic experiments it was housed with a LD+social housing+tunnels, referred to here as the complex environment (CE group). These groups are detailed below.

RUN mice were individually housed in rat cages (39.3 cm × 28.5 cm × 19.4 cm) that contained a running disk (Red mouse igloo, K3327, and amber fastrac running disk, 7.5 cm in diameter, K3250, Bio-Serv, Frenchtown, NJ, United States). LD mice were housed identically to RUN mice except that the running disk was glued to prevent voluntary running. SOC mice were housed identically to LD mice except that they were in groups of three mice per cage. CE mice were housed identically to SOC mice except that the cages also contained tunnels whose locations were altered daily, providing a socially-enriched CE. All environments contained nesting material and basic litter (Beta chip, Nepco). Running cages were outfitted with odometers (Sigma BC509) to measure the running distance.

### Behavioral Testing

Mice used for behavioral studies were processed in two cohorts (*n* = 18 and *n* = 26) in order to obtain sufficient total numbers of animals. Each cohort contained mice from all three experimental groups. Basal locomotor activity was assessed by measuring the total distance traveled during the 10-min habituation phase of the novel object recognition (NOR) test.

#### Delayed Non-matching to Place Radial Arm Maze (RAM)

Mice received a small amount of palatable food (sugar pellets, BioServ) in their home cages several days before training to become familiar with the reward. Disks and food were removed 2 h before testing (8:00 am) and were returned following testing. The RAM consisted of eight (37 cm long) equidistantly spaced arms radiating from a small octagonal platform linked to a detection system (Med Associates). The delayed non-matching to place test is designed to assess the ability of a mouse to discriminate an originally baited sample arm (familiar-first sugar bated arm) from a newly baited choice arm (Clelland et al., 2009). For training and testing, animals were only able to access the center and one or two radial arms. For training, mice were given two pre-exposures to the RAM. To promote exploration and reduce the potential for anxiety associated with the maze, a first pre-exposure consisted of a 5-min exposure to the RAM with a few sugar pellets spread randomly throughout the maze. The next day, during the second pre-exposure to the RAM, sugar pellets were added only at the end of the arms to encourage head entries. Mice were taken out of the RAM when one of three possibilities was fulfilled: (1) the mouse had head entries into all eight arms within 5 min, (2) the mouse had head entries into six out of eight arms within 5–10 min, or (3) 10 min passed without six out of eight head entries. Over the 10-day testing period, each mouse received two trials per day (one 2-arm and one 4-arm separation trial) of pseudo-randomly presented combinations of the start, sample, and correct arms. A trial consisted of a sample phase with two open arms: the start arm and the pellet-containing sample arm. This was followed by a 1-min delay (time necessary to clean the maze) and a choice phase with three open arms: the start arm, the originally baited sample arm (now unrewarded), and the choice arm (now rewarded with a sugar pellet) (**Figures 1E,J**). The distance between arms was varied during testing. Spatial cues were present on the four walls surrounding the RAM for orientation during the testing phase. Mice were allowed to self-correct following entries into the originally baited arm.

**FIGURE 1:**
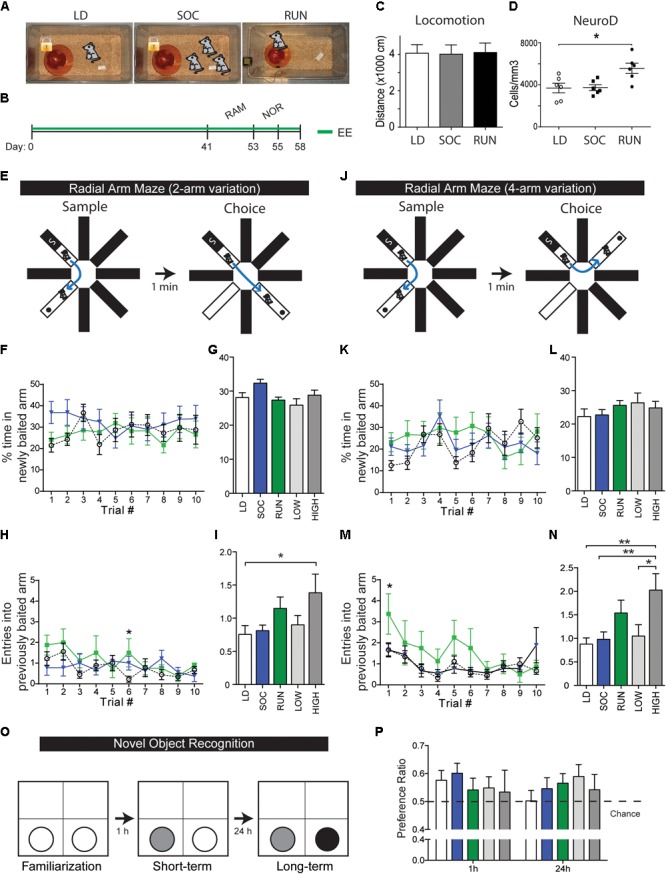
Behavioral testing of environmentally enriched mice. **(A)** EE groups. **(B)** Timeline of experiment. Mice spent 41 days housed in their respective enriched environments, then spent another additional 14 days undergoing behavioral testing in the radial arm maze (RAM, 12 days) and novel object recognition test (NOR, 2 days). Enriched environments were maintained during the testing period, and animals were sacrificed for tissue analysis 3 days following the testing period. **(C)** Quantification of open field locomotor activity. Note that there are no differences in baseline locomotion. **(D)** Quantifications of NeuroD+ neuroblasts within the DG at the end of the behavioral experiment. Note that NeuroD+ neuroblasts were unchanged between LD and SOC groups (*p* = 0.9633) and were significantly increased in the RUN group (*p* = 0.0117 versus LD). One-way ANOVA. **(E–N)** Radial arm maze. Illustrations of the 2- and 4-arm variations of the maze test **(E,J)**. *% time in newly baited arm*, shown plotted daily **(F,K)** or as an average over the 10-day period **(G,L)**, *n* = 14–15/group from two cohorts. *Entries into previously baited arm*, shown plotted daily **(H,M)** or as an average over the 10-day period **(I,N)**, *n* = 8–9/group from one cohort. Note that high-distance runners show a significant increase in mean entries in both arm variations (2-arm: LD vs. HIGH *p* = 0.0288, 4-arm: LD vs. HIGH *p* = 0.0013, SOC vs. HIGH *p* = 0.0046, LOW vs. HIGH *p* = 0.0452). Two-way ANOVA **(F,H,K,M)** and one-way ANOVA **(G,I,L,N)**. **(O,P)** Novel object recognition. Illustration of object changes during the familiarization, short-term memory, and long-term memory phases of the test **(O)**. Preference ratios, defined as proportion of time spent with the new object, at the short-term and long-term memory testing phases **(P)**, *n* = 14–15/group. ^∗^*P* ≤ 0.05; ^∗∗^*P* ≤ 0.01.

#### Novel Object Recognition (NOR)

This test capitalizes on an animal’s innate preference for novelty and assesses object recognition memory (Hammond et al., 2004; Reger et al., 2009; Antunes and Biala, 2012). The delayed version of NOR (more than 10 min after familiarization) is hippocampus-dependent (Cohen and Stackman, 2015). NOR was conducted in a 46 cm by 46 cm by 52 cm gray opaque box (i.e., arena). Mouse behavior was recorded with an overhead video camera that was interfaced with a video tracking system (EthoVision XT8, Noldus). During an initial habituation phase, each mouse was placed in the empty test box for 10 min to allow exploration of the arena and diminish anxiety during the subsequent testing phases. The next day, a baseline test was conducted in which each mouse was first given a 5-min exposure to the arena to assess for pre-existing quadrant preferences. This was followed by a familiarization phase, in which each mouse was given 5 min to explore two identical objects. Short-term memory was assessed 1 h later by placing the mouse back in the arena with one familiar object and one novel object. Finally, long-term memory was assessed 24 h later when the mouse was placed in the arena with one familiar object (the previous novel object) and a new novel object (**Figure 1O**). Objects consisted of candle holders (either red or silver) and hydrogen peroxide bottles. These objects were chosen for their similarities in size (approximately 15 cm high by 6 cm wide), weight (mouse is unable to knock it over – no risk for injury) and brightness yet variability in tactile surface. The location of the objects was kept constant between trials and mice. Mice began trials at the center of the arena with their backs facing the objects. Exploration time was defined as time spent with the head oriented toward and within 2 cm of the object. After each session, the arena and objects were cleaned thoroughly with 70% ethanol to eliminate possible odor cues. Furthermore, all objects in the familiarization phase were exchanged with identical replicas during the short-term and long-term tests.

### RNA-Sequencing (RNA-Seq) and Bio-informatics

RNA-Seq was performed using samples from mice housed for 4 weeks in the LD, RUN, and CE enrichment paradigms. Notably, mice used for RNA-Seq studies were a separate cohort from those used in behavioral studies, avoiding the possibility that gene expression measurements are altered by a previous learning experience. To promote RNA preservation during the DG microdissection procedure, mice were injected with a lethal dose of Xylazine (0.1%) and Chloral hydrate (7%), then perfused trans-cardially with PBS containing sodium fluoride (50 mM), sodium pyrophosphate (1 mM) and SigmaFAST protease inhibitors (Sigma). RNA was isolated from snap-frozen microdissections of the entire DG using the RNeasy mini microarray kit as per manufacturer’s instructions (Qiagen). In addition to the three principle groups (LD, RUN, CE), L-RUN and H-RUN groups were generated by pooling RNA from the mice with the four lowest and four highest running distances, yielding a total of five groups. Sequenced mRNA fragments were trimmed for adapter sequences and then mapped to the reference mouse genome assembly version mm10 using Tophat (version 2.0.10) (Trapnell et al., 2009). Gene expressions were then estimated by using the HTSeq tool to compute read counts on RefSeq genes (Anders et al., 2015). For exploratory purposes, DESeq2 was used to normalize read counts, extract regularized log values and compute log fold changes (Love et al., 2014). Differentially expressed genes that were up- or down-regulated by a factor of log2(0.3) or more were used to investigate enriched pathways and functions through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City^1^). All samples were normalized at once, allowing comparison between samples in the form of principal component analysis (PCA) and hierarchical clustering. Genes were sorted according to their absolute fold change, and only genes with a log fold change ≥ 0.3 or ≤-0.3 were analyzed further. PANTHER was used to know in what main biological process categories the 380 significantly changed genes from the heatmap are found. Venny2.1.0 was used to generate the list of gene expression changes specific to each group (see Supplementary Materials). Gene lists were examined using Enrichr (Chen et al., 2013; Kuleshov et al., 2016) to investigate the Jaspar and Transfac transcription factor binding sites, GO biological processes, GO cellular components, GO molecular functions, KEGG and REACTOME pathways that were modulated.

### RT-Quantitative PCR (RTqPCR)

qPCR primers for each tested gene were designed using the Universal Probe Library tool from Roche. Total RNA was extracted from dissected tissue using RNAsolv reagent (Omega Biotek) and chloroform followed by isopropanol precipitation. Reverse transcription was performed from 1 μg of total RNA using the superscript VILO reverse transcription mix (Invitrogen). Quantitative PCR was performed on 2 μl of 1:10-diluted cDNA using SYBR Green I master (Roche) on a LightCycler 480 thermocycler. polr2d gene was used as a reference gene for ddCt quantification.

### Immunohistochemistry

Mice used for behavioral testing were processed for immunohistochemical analyses. Mice received a lethal dose of ketamine (Bimeda-MTC), xylazine (Bayer Healthcare), and acepromazine (Boehringer Ingelheim Canada, Ltd.) and were perfused transcardially with phosphate-buffered saline (PBS), followed by 4% formaldehyde (pH 7.4) that was freshly prepared from paraformaldehyde (Fisher). Brains were then removed, further post-fixed in 4% formaldehyde overnight, and serially sectioned at 40 μm thickness using a vibrating microtome (Leica VT1000S, Leica Microsystems, Richmond Hill, ON, Canada). Sections were stored at -20°C in an antifreeze solution (glycerol:ethylene glycol:PBS 1X, 3:3:4) until further use.

Immunohistochemical procedures were performed as detailed previously (Gregoire et al., 2014). Goat anti-rabbit NeuroD was used at 1:500 (Santa Cruz Biotechnology). Microscopy was performed using a motorized Olympus IX81 microscope (40X objective). As described previously (Gregoire et al., 2014), the number of cells positive for NeuroD in the subgranular zone (SGZ)/granular zone (GZ) was quantified on every 6th section between Bregma -1.06 and -2.98 mm of the hippocampus (8 sections/marker/animal). The raw cell counts were corrected for oversampling due to split cells by multiplying by (1 – object height/section height), where the object height refers to the average diameter of the marker in question. To calculate the mean density of marker-positive cells, the corresponding SGZ/GZ reference volumes of the sections were determined using the Cavalieri principle (grid size of 10 microns, 20X objective) in StereoInvestigator (MBF Bioscience, VT); mean cell density was then obtained by dividing the corrected total number of marker-positive cells on the sampled sections by the sum of the section SGZ/GZ reference volumes. Results are expressed as mean number of marker-positive cells per mm^3^ of SGZ/GZ. All quantifications were performed on coded slides by an experimenter blinded to sample identity.

### Statistical Analyses

For immunohistochemistry experiments, all experimental groups were analyzed by one-way ANOVA and a Dunnett’s multiple comparison test that compares the mean of each experimental group with the mean of the control group (i.e., LD group). For the RAM experiment, a two-way ANOVA was used to assess the effect of the groups and trials on the dependent variables of (i) % of time in newly baited arm, and (ii) entries into previously baited arm. A one-way ANOVA was also used to test for group differences in the 10-day means of these dependent variables. For the NOR task, a two-way ANOVA was used to assess the effect of the groups and object novelty (time spent around familiar vs. novel objects) on the preference ratio. A one-sample *t*-test was also performed to detect performance above chance (preference ratio of 0.5). For both RAM and NOR experiments, either a Dunnett’s or Tukey’s multiple comparison test was performed only when a significant effect was observed following the two-way ANOVA analysis. For all the experiments, significance level was set at α = 0.05. Error bars represent standard error of the mean.

## Results

### Learning and Memory Differences in Running Versus Socially Enriched Mice

Since mouse strain can strongly influence the magnitude of EE effects on the hippocampus (Clark et al., 2011), we specifically used CD1 mice for these experiments. CD1 mice are an outbred strain that exhibits robust increases in DG proliferation and neurogenesis when housed individually with a voluntary running disk for 4 weeks (Bednarczyk et al., 2009, 2011; Gregoire et al., 2014). Based on this, we first sought to establish whether runners in such a paradigm (i.e., CD1 mice with at least 4 weeks of running) would show detectable differences in tests of hippocampus-mediated functions.

Adult male CD1 mice were housed individually with running disks (RUN group) and were compared with mice housed individually with a locked disk (LD group) or in social groups of three with a locked disk (SOC group) (**Figure 1A**). Following 41 days of continuous housing in RUN, LD, and SOC conditions, mice were then subjected to an additional 2 weeks of 8-arm radial arm maze (RAM), and NOR paradigms (**Figure 1B**). 6 weeks of enrichment were provided prior to behavioral testing to allow sufficient time for integration of newly generated neurons, and the respective housing conditions were maintained during the additional testing period to avoid introduction of additional variables. The average running distance for the RUN mice was 9.88 ± 0.42 km/day, with the bottom half and top half running 8.65 ± 0.41 and 11.12 ± 0.26 km/day, respectively. Notably, RUN, LD, and SOC mice did not exhibit differences in baseline locomotion that might affect performance in these behavioral tests (**Figure 1C**), and post-testing assessment of neurogenesis confirmed that the RUN group had increased numbers of neuroblasts after 8 weeks of EE (**Figure 1D**), as reported previously after 4 weeks (Bednarczyk et al., 2009, 2011; Gregoire et al., 2014).

RAM is an incentive-driven test of spatial learning and memory. Mice were exposed to two testing periods daily for 10 days, including both a 2-arm (90°) and a 4-arm (180°) configuration each day (**Figures 1E,J**) (see section “Materials and Methods”). *Time in newly baited arm* is a measure of cognitive flexibility (i.e., the ability to abandon a previous association and establish a new one) (**Figures 1F–L**). When a two-way ANOVA was used to assess the effects of experimental group and trial # on cognitive flexibility, no interaction or significant effects of these independent variables was detected in either the 2- or 4-arm variations, although multiple comparisons showed that only the SOC group showed a tendency for an initial increase in the 2-arm variation (SOC: *p* = 0.0675 vs. LD, trial 1) (**Figure 1F**). *Entries into previously baited arm* is a measure of spatial memory recall or permanence (**Figures 1H–N**). No interaction effect was observed for experimental group and trial # on spatial memory in either the 2-or 4-arm variations. However, there were significant individual effects of group and trial # in both variations. In the 2-arm variation (**Figure 1H**), both the group effect [*F*(2,227) = 3.178, *p* = 0.0435] and the trial # effect [*F*(9,227) = 1.998, *p* = 0.0405] were significant. In the 4-arm variation (**Figure 1M**), the group effect was very significant [*F*(2,230) = 5.822, *p* = 0.0034] and the trial # effect was extremely significant [*F*(9,230) = 3.552, *p* = 0.0004]. Comparison of the mean scores over the 10 days of trials revealed that the improved spatial memory seen in the RUN group was driven specifically by the performance of the high runners (**Figures 1I,N**).

Novel object recognition is a test of object memory that is incentive-independent, capitalizing on an innate preference for novelty. Object memory retention was assessed at short-term (1 h) and long-term (24 h) intervals (**Figure 1O**) and the proportion of time spent with the novel object was expressed as a preference ratio at each interval (**Figure 1P**). When a two-way ANOVA was used to assess the influence of experimental group and object novelty on preference ratio, there was no interaction effect and no effect of the experimental group in either the short-term or long-term paradigms; thus, RUN, LD, and SOC groups did not perform significantly differently from each other. Although there was an extremely significant effect of object novelty in both paradigms [short-term: *F*(3,123) = 76.17, *p* < 0.0001, long-term: *F*(5,205) = 45.37, *p* < 0.0001], the preference ratio never exceeded 0.6, indicating that the mice exhibited highly consistent, but relatively weak, NOR. We therefore used a one-sample *t*-test to ask whether individual groups show a performance above chance (i.e., above a preference ratio of 0.5). At the 1 h time-point, the SOC group showed a statistically significant performance above chance and the LD group nearly reached significance (LD, *p* = 0.0506; SOC, *p* = 0.0125; RUN, *p* = 0.7442). At the 24 h time-point, no groups were significantly above chance, but only the RUN group approached statistical significance (LD, *p* = 0.9528; SOC, *p* = 0.2665; RUN, *p* = 0.0770). Thus, while no groups showed a statistically significant change in NOR, it is possible that the NOR test parameters were insufficiently robust to resolve differences between the housing paradigms.

Overall, we conclude from these behavioral data that RUN mice, specifically the high-distance runners, exhibit detectable performance differences in the hippocampus-regulated RAM test, changes consistent with improved spatial memory.

### Design and Validation of the RNA-Seq Transcriptomics Paradigm

To investigate how running affects hippocampal function, we focused on the DG and used RNA-Seq to perform an unbiased assessment of genome-wide changes in DG gene expression. 

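The values analysed here came from 5 sequencing libraries of mouse dentate gyrus (DG) RNA, 1 library per group, and no group had a replicate library. The LD (locked disk), CE (complex environment, a locked disk with social housing and tunnels) and RUN (running disk) libraries each held pooled RNA of 8 mice housed for 4 weeks (28 days). The L-RUN and H-RUN libraries each held pooled RNA of 4 mice and were made from the same 8 runners as the RUN library. The L-RUN mice ran 10.65 ± 0.39 km/day and the H-RUN mice 17.00 ± 0.45 km/day (mean ± SEM, as the paper gives them). The paper gives the age of its mice as 3 months, and the labels of the samples give 4 months. For each of 23420 gene symbols, the authors deposited 1 regularized log value per library, on the log2 scale, after they normalized all 5 libraries at once and shrank each gene's values towards its mean. Read counts are not in the files analysed here, so the sequencing depth is unknown and the precision that depth would give cannot be stated. Of these genes, 4588 had the value 0 in all 5 libraries, and 13550 had a mean regularized log value of at least 5 and are called expressed genes here. A log2 fold change is the difference between a group's value and the LD value. The only measure of error in this design is the RUN library, whose value for each gene can be compared with the value computed for an equal mixture of L-RUN and H-RUN. Across the expressed genes, this residual had a median of 0.0005 and an SD, from the median absolute deviation, of 0.0316. Scaled to a difference between 2 libraries, this gives a technical SD of 0.0365, which ranged from 0.022 in the decile of genes with the highest expression to 0.047. It holds the noise of library preparation and sequencing but not the differences between mice. No expressed gene had a residual of 0.3 or more, and the largest was -0.279. Taking the mixture as the mean of the log values, in place of the mixture on the linear scale, moved 1 gene past 0.3 and gave an SD of 0.0316.

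**Figure D1:**
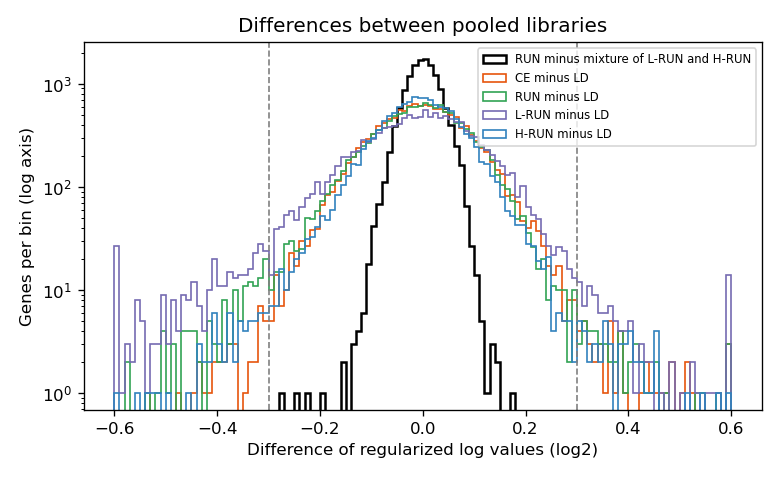
Distribution of the difference of regularized log values (x axis, log2 scale) over 13550 expressed genes (y axis, genes per bin, log axis) for each group minus LD and, in black, for RUN minus the mixture of L-RUN and H-RUN. Dashed lines mark -0.3 and 0.3, the end bins hold all larger differences, and the black distribution (SD 0.0316) stays within the dashed lines while the distributions against LD extend beyond them.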

New groups of RUN, LD, and running-independent EE mice were established. For the latter group, since SOC mice did not exhibit detectable differences in our behavioral tests, we used a more enriched running-independent CE comprised of social-enrichment, a locked disk, and tunnels (**Figures 2A,B**). After 4 weeks, the DG were micro-dissected, and the RNA extracted from each sample individually (**Figure 2D**). Since CD1 mice are an outbred strain, we combined equal amounts of RNA from a large number of samples (*N* = 8/group) to generate pooled samples from each of the LD, RUN, and CE groups. In addition to the three main experimental groups, RNA of mice in the RUN group were also used to create high run (H-RUN) and low run (L-RUN) groups (*N* = 4/group) based on individual running distances. H-RUN and L-RUN mice ran averages of 17.00 ± 0.45 and 10.65 ± 0.39 km/day, respectively (**Figure 2C**); notably, the L-RUN group ran approximately the same as the high-runners in the behavioral experiments. RNA samples were used for library preparation, RNA-sequencing, sequence alignment, and transcript quantification as described (see section “Materials and Methods”). RNA-Seq data are deposited in the Gene Expression Omnibus, GEO accession #GSE107356.

**FIGURE 2:**
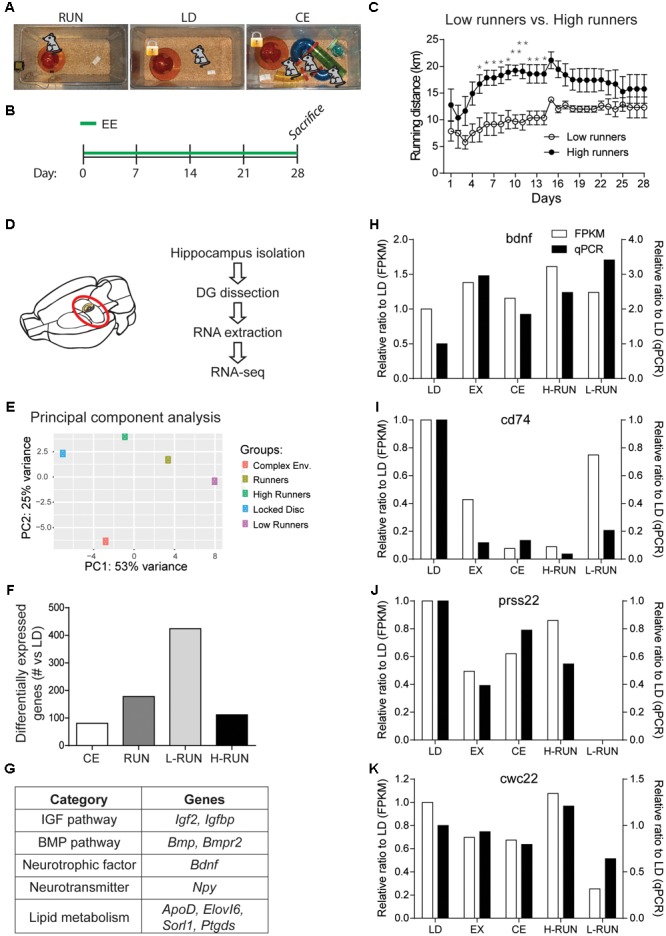
Design and validation of the RNA-Seq paradigm. **(A)** EE groups. **(B)** Timeline of experiment. **(C)** Daily running distances of the low runners and high runners. **(D)** Schematic of the RNA-Seq experiment. **(E)** Principal component analysis (PCA) of the top 5000 varying genes. Two components were sufficient to separate the five conditions. **(F)** Number of significantly modulated genes per group (vs. LD) at a cut-off of log2(0.3). **(G)** Table of several known running-induced genes that are significantly modulated in one or more of the running groups. Comparison of the changes measured by RNA-Seq versus qPCR for four genes, BDNF **(H)**, CD74 **(I)**, Prss22 **(J)**, and Cwc22 **(K)**. RNA used for the qPCR measurements was obtained from the contralateral DG of the animals used for RNA-Seq. ^∗^*P* ≤ 0.05; ^∗∗^*P* ≤ 0.01.

To gain an initial overview of the EE-induced transcriptomic changes, we performed a PCA of the 5000 most varying genes (**Figure 2E**). 

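The PCA was repeated on the regularized log values of the 5000 genes with the largest variance over the 5 libraries, centred and not scaled. PC1 held 57.3% of the variance, PC2 24.7%, PC3 15.8% and PC4 2.2%. The score on PC1 was -6.49 for LD, -2.84 for CE, -0.95 for H-RUN, 2.95 for RUN and 7.32 for L-RUN. On PC2, the score was -5.49 for CE, -0.98 for L-RUN, 1.37 for LD, 1.37 for RUN and 3.73 for H-RUN. L-RUN was thus farthest from LD on PC1, and CE was farthest from LD on PC2. Across 4689 of the genes, the loading on PC1 had a Spearman correlation of -0.58 with the length of the longest transcript. Genes with long transcripts thus tended to be lower towards the L-RUN end of PC1. PC1 may therefore hold a bias between the libraries with transcript length, which was not separated from an effect of running. Each group is a single library, so the scatter within a group cannot be set against these distances. Of the alternatives, restricting the PCA to the 500 most variable genes changed PC1 most, to 65.6% of the variance. From the position of the running groups along PC1 and of CE along PC2, the paper reasons that running and running-independent EE alter global gene expression in different ways.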

PCA showed that, compared to the LD control, the three RUN groups varied along PC1 and the CE group varied along PC2; thus, there are differences in the global gene expression patterns between the running and running-independent EE paradigms. To begin assessing the quality of these RNA-Seq data, we then generated lists of all genes that were up- or down-regulated by at least log2(0.3) (*p* ≤ 0.05) for each group versus the LD control group, yielding 81 genes for CE, 178 for RUN, 112 for H-RUN, and 424 for L-RUN (**Figure 2F**). 

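The Methods give the cut-off as a log fold change of at least 0.3 in either direction, and this cut-off was applied to the regularized log values of each group minus LD. It gave 81 genes for CE, of which 45 were higher and 36 lower than in LD. For RUN, 178 genes passed, 49 higher and 129 lower. For H-RUN, 112 genes passed, 48 higher and 64 lower, and for L-RUN 424 genes passed, 108 higher and 316 lower. All of these were among the 13550 expressed genes. The cut-off of 0.3 is 8.2 times the technical SD of a difference between 2 libraries, and between 6.3 and 13.5 times it across the deciles of expression. With 1 library per group, no p-value can be computed for a gene from these values, and the difference has no replicate check. Raising the cut-off to 0.4 moved the counts most, to 25 genes for CE, 52 for RUN, 38 for H-RUN and 184 for L-RUN.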

Several lines of evidence supported the validity of this data. 

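The genes of Figure 2G were looked up in the regularized log values, with positions from the annotation of GRCm38 (mm10). Igf2 (chromosome 7, 142650766 to 142666816) had a log2 fold change against LD of 0.09 in CE, 0.57 in RUN, 1.096 in L-RUN and -0.05 in H-RUN (technical SD 0.040, no replicates). Igfbp5 changed by -0.50 in RUN, -0.48 in L-RUN and -0.55 in H-RUN, and Igfbp6 by 0.45, 0.56 and 0.46 in the same groups, while in CE both stayed within 0.3 of LD. Of the 6 expressed genes with an Igfbp symbol, 2 passed the cut-off in RUN, 3 in L-RUN and 2 in H-RUN. Of the 5 expressed genes with a Bmp symbol, 2 passed it in L-RUN and 0 in RUN and H-RUN, and the receptor gene Bmpr2 (chromosome 1, 59763400 to 59879014) changed by -0.22 in CE, -0.42 in RUN, -0.66 in L-RUN and -0.22 in H-RUN. For Bdnf (chromosome 2, 109674700 to 109727007), the log2 fold change was 0.01 in CE, 0.26 in RUN, 0.19 in L-RUN and 0.36 in H-RUN (technical SD 0.031), so that only H-RUN passed the cut-off. Npy changed by 0.15 in RUN, 0.32 in L-RUN and -0.002 in H-RUN. Among the lipid metabolism genes, Ptgds (chromosome 2, 25466709 to 25470046) had the largest change of all genes in RUN and in L-RUN (1.34 and 1.97, technical SD 0.022), against 0.30 in CE and -0.10 in H-RUN. Apod rose by 0.47 in RUN and 0.78 in L-RUN, Elovl6 changed by -0.31 and -0.34, and Sorl1 by -0.46 and -0.77. Of the 10 genes looked up, 8 passed the cut-off in RUN, 6 of the 10 being higher and 4 lower than in LD. The mean of 19 markers of leptomeningeal fibroblasts was 0.080 in CE, 0.176 in RUN, 0.350 in L-RUN and 0.010 in H-RUN. Of the genes higher in RUN, Ptgds, Igf2, Apod and Npy had this order of groups, and Igfbp6 and Bdnf did not. Igfbp2, which passed the cut-off in L-RUN alone, is among these markers. Leptomeningeal tissue left on the DG is thus not excluded as a source of such changes. Quantile normalization moved the Ptgds value in L-RUN most, to 2.02. The paper counts the detection of these genes and pathways among its evidence for the quality of the data.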

First, many genes and pathways previously implicated in the hippocampal effects of running were successfully detected, including the IGF and BMP pathways, BDNF, NPY, and lipid metabolism genes (**Figure 2G**). Second, that substantially more significant changes in gene expression were detected in the L-RUN than the H-RUN group is consistent with a previous microarray analysis of the entire hippocampus in rats exposed to mild versus intense treadmill running (Inoue et al., 2015). 

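At the cut-off of 0.3, 424 genes differed from LD in L-RUN and 112 in H-RUN, which is 3.79 times as many. Lower expression than in LD made up most of the L-RUN list (316 of 424 genes) and a smaller part of the H-RUN list (64 of 112 genes). Both libraries were pools of 4 mice, and both were compared with the same LD pool of 8 mice. The L-RUN values differed from LD with an SD of 0.132 across expressed genes, and the H-RUN values with an SD of 0.089, while the technical SD was 0.0365. With the mean of LD and CE as the baseline, the counts were 273 in L-RUN and 94 in H-RUN, and with a cut-off of 0.4 they moved further, to 184 and 38. The paper compares the larger number of changes in L-RUN with an earlier microarray study of mild and intense running in rats, and counts this among its evidence for the quality of the data.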

Third, we also isolated RNA from the contralateral DG of the same animals and performed qPCR to confirm a number of the changes identified by RNA-Seq (**Figures 2H–K**). This included genes that were either known (*Bdnf*) or previously unknown (*CD74, Prss22 Cwc22*) in the context of EE. Using these separate RNA samples and alternate qPCR approach, we could confirm our transcriptomic data showing that (i) BDNF mRNA is increased in all groups of running mice, (ii) CD74 mRNA is decreased in all EE groups relative to LD controls, (iii) Cwc22 mRNA is markedly decreased in L-RUN mice, and (iv) Prss22 mRNA virtually disappears in L-RUN mice. 

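The RNA-Seq values of these 4 genes are given here, and the qPCR values are not in the files analysed here. Bdnf (chromosome 2, 109674700 to 109727007) had a regularized log value of 11.07 in LD, 11.33 in RUN, 11.26 in L-RUN and 11.43 in H-RUN, and its log2 fold changes in the running groups lay between 0.19 and 0.36 (technical SD 0.031, no replicates). In CE, the Bdnf value differed from LD by 0.01, less than the technical SD. Cd74 (chromosome 18, 60803848 to 60812652) was lower than in LD in every group, with log2 fold changes of -0.43 in CE, -0.23 in RUN, -0.11 in L-RUN and -0.40 in H-RUN (technical SD 0.037). Its value of 6.15 in LD lies in the lowest decile of expression. Cwc22 (chromosome 2, 77881159 to 77946375) fell from 13.68 in LD to 12.54 in L-RUN, a log2 fold change of -1.15 (technical SD 0.022), the largest decrease of any gene in that group. The change of Cwc22 was -0.44 in CE, -0.37 in RUN and 0.003 in H-RUN. Prss22 (chromosome 17, 23993534 to 23998100) went from 6.78 in LD to 6.30 in L-RUN, a log2 fold change of -0.48 (technical SD 0.044), with -0.13 in CE, -0.22 in RUN and -0.07 in H-RUN. The regularized log shrinks the differences of genes with low expression, such as Cd74 and Prss22, towards 0. The alternative with the largest effect was quantile normalization, which gave -1.10 for Cwc22 and 0.23 for Bdnf in L-RUN. From the qPCR on the contralateral DG and the RNA-Seq, the paper concludes that these changes are present in separately prepared RNA of the same animals.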

Together, these confirmations supported the validity of the data obtained from our RNA-Seq experiment.

### Major Classes of EE-Induced Transcriptomic Changes

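The difference between the highest and the lowest of the 5 regularized log values was computed for each gene, and 133 genes had a difference of at least 1.4-fold. These genes were turned into Z-scores per gene, as for Figure 3A. At 1.5-fold, the alternative that moved this number most among those on the fold, the normalization and the expression filter, 59 genes remained.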

To visualize the EE-modulated gene expression patterns, genes modulated at least 1.4-fold across any two groups were hierarchically clustered and used to generate a Z-score heatmap (**Figure 3A**). 

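RUN lay between L-RUN and H-RUN for 97.3% of the 371 genes changed only in L-RUN and for 93.2% of the 59 genes changed only in H-RUN, against 62.3% of the 53 genes changed in both and 58.3% of all expressed genes. The selection favours this contrast. Genes changed in only 1 of the groups tend to have L-RUN and H-RUN values that lie apart, and a pool of the same RNA falls between such values more readily. The change in RUN was also compared with the change computed for an equal mixture of L-RUN and H-RUN. The median ratio of the measured to the computed change was 0.960 (quartiles 0.872 and 1.037) for the genes changed only in L-RUN, 1.028 (quartiles 0.926 and 1.129) for those changed only in H-RUN and 0.981 for those changed in both. On the Z-scores of the 133 genes, the Euclidean distance of RUN was 10.8 to L-RUN and 9.6 to H-RUN, while L-RUN and H-RUN were 19.7 apart. Complete linkage joined RUN with H-RUN first (at 9.6), LD with CE next (at 13.3), these pairs with each other (at 16.7) and L-RUN last (at 25.3). With 1 - Pearson correlation as the distance, the tree shared 0 of the 3 inner groupings of the tree above. The paper takes the intermediate position of RUN as what the make-up of that group leads it to anticipate.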

As expected, the RUN group clustered intermediate to its constituent H-RUN and L-RUN groups. Notably, it was the CE group that clustered closest to the LD control group, and of the RUN/H-RUN/L-RUN running groups, it was the H-RUN group that was most similar to the CE and LD groups. 

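The Euclidean distances from LD over the Z-scores of the 133 genes were 13.3 for CE, 13.1 for H-RUN, 16.7 for RUN and 25.3 for L-RUN. Across all 13550 expressed genes, the difference from LD had an SD of 0.0955 for CE, 0.0891 for H-RUN, 0.101 for RUN and 0.132 for L-RUN. H-RUN was 14.9 from CE, RUN 13.8 and L-RUN 19.6. In the tree with complete linkage and Euclidean distance, LD and CE formed a pair, and L-RUN joined the others last. The choice of distance moved the tree most, and with 1 - Pearson correlation LD and H-RUN formed a pair that CE then joined, while RUN paired with L-RUN, so that 0 of the 3 inner groupings were kept. These distances rest on 1 library per group and have no replicate check. From the clustering, the paper reasons that CE is closest to the LD controls and that, of the running groups, H-RUN is most similar to CE and LD.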

Gene Ontology (GO) analysis of these 380 differentially expressed genes showed they were most enriched in the GO Biological Process categories of Cellular process (50.1% of genes), Metabolic process (31.3% of genes), Biological regulation (18.1% of genes), and Developmental process (17.5% of genes) (**Figure 3B**).

**FIGURE 3:**
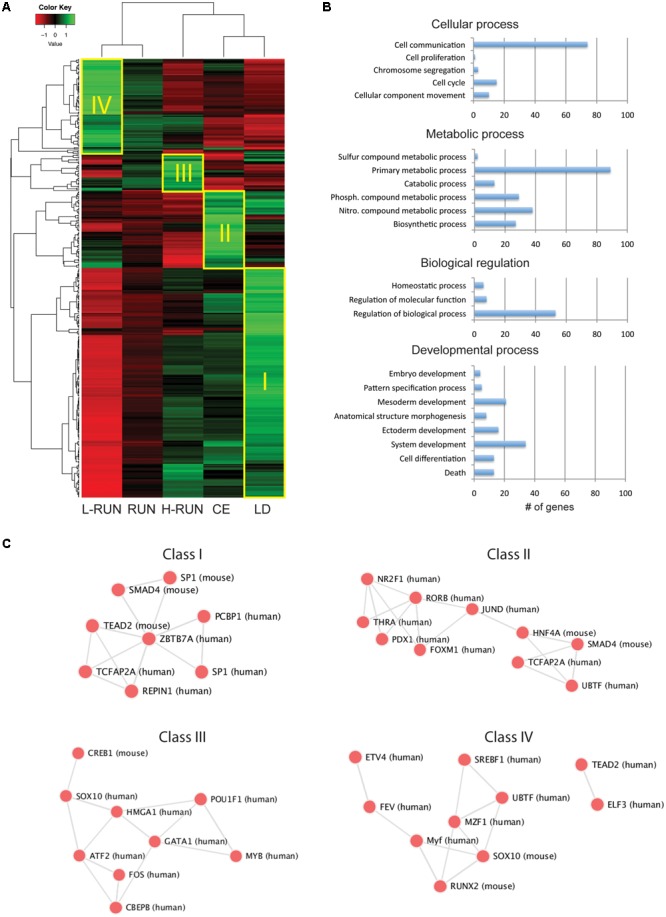
Overview of EE-induced transcriptomic changes. **(A)** Z-score heatmap of the 380 genes having at least a 1.4-fold difference across any two groups. Hierarchical clustering identifies four large classes of co-regulated genes (I–IV), which are preferentially expressed in the LD (Class I), CE (Class II), H-RUN (Class III), or L-RUN (Class IV) experimental groups. **(B)** The top four GO Biological Processes represented within the above 380 genes. Shown are the number of genes found within each sub-category of the top four GO Biological Processes. **(C)** Transcription factor networks associated with the Classes I–IV groups of co-regulated genes.

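Each of the 133 genes with at least a 1.4-fold difference was assigned to the group with its highest Z-score. By this rule 69 genes (51.9%) were highest in LD, 28 (21.1%) in CE, 11 (8.3%) in H-RUN, 25 (18.8%) in L-RUN and 0 in RUN. A gene's assignment rests on 1 library per group. Under the 1.5-fold alternative, which left 59 genes in all, 27 were highest in LD, 14 in CE, 2 in H-RUN and 16 in L-RUN. From the classes in its heatmap, the paper reasons that groups of genes are co-regulated and preferentially expressed in particular housing groups.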

The heatmap revealed the presence of several large classes of co-regulated genes, which we classified as being preferentially expressed in the LD controls (Class I, 198 genes), CE group (Class II, 68 genes), H-RUN group (Class III, 32 genes), or L-RUN group (Class IV, 82 genes) (**Figure 3A**). Interestingly, transcriptional analysis showed that the genes in each class are regulated by distinct transcription factor networks, revealing the presence of EE-specific transcriptional programs (**Figure 3C**). Thus, it appears that some transcription factor networks are suppressed in both running and running-independent EE paradigms (Class I), some are activated primarily in running-independent EE (Class II), and within the running group, some are preferentially activated in either high runners (Class III) or low runners (Class IV) but not both. Based on these observations, we proceeded to deeper bio-informatics comparisons between specific EE groups.

### Running vs. Running-Independent EE: RUN Modulates Glutamatergic Synapse, Cell Growth, and Growth Factor Signaling Genes While CE Affects Extracellular Matrix Genes

Using the lists of genes that were altered in EE mice versus the LD controls (**Figure 2F** and Supplementary Tables S1, S2 Fig.4-1, and Fig. 4-2), we first compared the gene expression changes in the RUN (178 genes) and CE (81 genes) enriched environment mice. 

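The CE list of 81 genes and the RUN list of 178 genes had 27 genes in common. This is 10.4% of the summed entries of both lists, and 11.6% of the 232 different genes they hold. It is 33.3% of the CE list and 15.2% of the RUN list. Lists of these sizes drawn at random from the 13550 expressed genes would share 1.06 genes (Fisher's exact test, p = 2.6e-31, Benjamini-Hochberg adjusted p = 3.1e-31 over 6 pairs of lists). Both lists were computed against the same LD library, and genes are not independent replicates, so the test describes the lists and not the housing. Of the 27 shared genes, 26 changed in the same direction, and Fibcd1 (chromosome 2, 31813290 to 31846005) was higher in CE (0.31) and lower in RUN (-0.46, technical SD 0.040). At a cut-off of 0.4, the setting with the largest effect here, 4 genes were shared.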

Interestingly, of the 259 total changes in these two groups, only 27 (10.4%) occurred in both groups (**Figure 4A**). To gain insight into the cellular and molecular pathways affected by these gene expression changes, we then used EnrichR to perform GO analyses (GO 2015 Biological Process, Cellular Component, and Molecular Function) and further pathway analyses (KEGG 2016 and Reactome 2016 databases).

**FIGURE 4:**
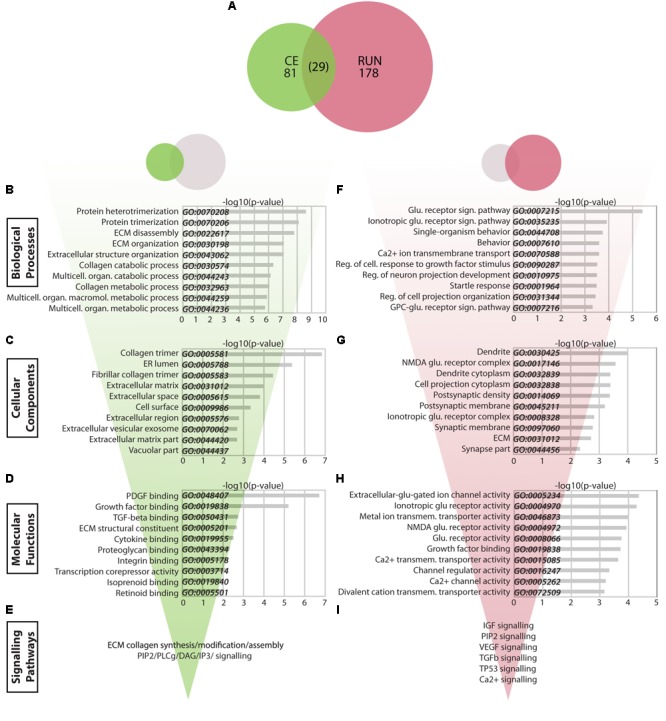
Transcriptomic changes in the CE vs. RUN groups. **(A)** Venn diagram showing the relationship between significantly modulated genes in the CE and RUN groups. **(B–I)** Bio-informatic analyses of modulated genes in the CE group **(B–E)** and RUN group **(F–I)** were performed by gene set enrichment analysis for GO Biological Processes **(B,F)**, GO Cellular Components **(C,G)**, GO Molecular Functions **(D,H)**, and KEGG and Reactome pathways **(E,I)**. For each of the GO categories, the top 10 enriched gene sets are shown plotted against their –log10(p-value). Supplementary Table S1: Spreadsheet of the most modulated genes for the CE environment versus the LD control. Supplementary Table S2: Spreadsheet of the most modulated genes for the RUN environment versus the LD control.

The 81 CE-associated genes showed a particularly strong enrichment for GO Biological Process gene sets related to the extracellular matrix (ECM) (**Figure 4B**). 

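Gene Ontology gene sets were not in the files analysed here, so gene families were defined by their symbols. Of the 32 expressed collagen chain genes, 6 were among the 81 genes changed in CE, where 0.19 would be drawn at random (Fisher's exact test, p = 3.0e-08, Benjamini-Hochberg adjusted p = 1.5e-06 over 49 pairs of family and list). All 6 were higher in CE than in LD. Col6a1 (chromosome 10, 76708792 to 76726168) had the largest log2 fold change of them, 0.52 (technical SD 0.028, no replicates), followed by Col1a2 (0.45), Col5a1 (0.44), Col6a2 (0.43), Col1a1 (0.39) and Col23a1 (0.37). The RUN list held 1 collagen chain and the H-RUN list 0, while the L-RUN list held 6 (Fisher's exact test, p = 0.00041, adjusted p = 0.0034). Genes of a family are not independent replicates. A cut-off of 0.4 left 4 collagen chains in the CE list (Fisher's exact test, adjusted p = 1.5e-05). In the RUN list, removal of the trend with transcript length, added after the data were seen, raised the collagen chains to 4 (Fisher's exact test, adjusted p = 0.0014). The paper concludes from its gene set analysis that the CE-associated genes are enriched for the ECM.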

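All 11 genes listed here under ECM were higher in CE than in LD, with log2 fold changes from 0.31 to 0.69 and a median of 0.43 (no replicates). Thbs1 (chromosome 2, 118111876 to 118127133) had the largest change of any gene in CE, 0.69 (technical SD 0.037), from 6.24 in LD to 6.92 in CE. Ttr (chromosome 18, 20665280 to 20674321) followed with 0.62 (technical SD 0.047). Both stayed below the cut-off in the running groups, at 0.02 and 0.18 in RUN. In the prostaglandin category, Mif (0.31) and Ptgds (0.30) were higher and Cd74 (-0.43) was lower than in LD. Of the 6 genes under FGF and WNT signaling, 3 were higher and 3 lower, among them Wnt4 (0.35) and Ppp1cb (-0.40). Of the 8 symbols under negative regulation of signal transduction, 7 are in the files and passed the cut-off, 4 higher and 3 lower, and the symbol Sca1 is absent. Among these genes, quantile normalization had the largest effect on Ppp1cb, whose log2 fold change became -0.37, and on Timp2, which became 0.39.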

Genes within the top 30 enriched gene sets clustered into four main categories: ECM (*Timp2, Dcn, Ttr, Col1A2, Col1A1, Col6A2, Col6A1, Col5A1, Col23A1, Sulf2, Thbs1*), prostanglandin/prostanoids (*Mif, Cd74, Ptgds*), FGF and WNT signaling (*Ppp1cb, Cd109, Skil, Wnt4, Sulf2, Thbs1*), and negative regulation of signal transduction (*Prkcd, Itpr1, Sca1, Gstp1, Mif, Cd74, Thbs1, Timp2*). The modulated genes produce proteins that localize mainly to the ECM/cell surface (GO Cellular Components, **Figure 4C**) and that are implicated in binding of extracellular molecules such as growth factors, ECM constituents, hormones, and others (GO Molecular Functions, **Figure 4D**). 

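The 7 genes of the first cluster all passed the cut-off in CE, 6 higher and 1 lower, with log2 fold changes from -0.40 for Ppp1cb to 0.69 for Thbs1 and a median of 0.44. The technical SD of these genes lay between 0.022 and 0.047. The 7 genes of the second cluster passed it as well, 1 higher and 6 lower, with a median of -0.37. In this cluster Htr2c (chromosome X, 146962513 to 147197277) was higher in CE (0.47, technical SD 0.047), and Grin2a (chromosome 16, 9567898 to 9995560) was lower (-0.42, technical SD 0.040). Prkcd changed by -0.40, Rasgrp1 by -0.37, Itpr1 by -0.37 and Adcy1 by -0.30. Quantile normalization moved Adcy1 below the cut-off, to -0.25. From its KEGG analysis, the paper concludes that CE-associated genes fall into a cluster for ECM-receptor interactions and a cluster for inflammatory processes and LTP.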

Consistent with this, KEGG pathway analysis identified two main gene clusters, which were enriched in data sets for either ECM-receptor interactions, protein digestion and focal adhesion (*Col1A1, Col1A2, Col6A1, Col6A2, Thbs1, Col5A1, PPP1CB*) or for inflammatory processes, proteoglycans, long-term potentiation (LTP), and vascular smooth muscle cells (*Itpr1, Adcy1, Ppp1cb, Grin2a, Prkcd, Htr2c, Rasgrp1*). Specific cellular pathways identified by Reactome were synthesis/modification/assembly of ECM collagen and PIP2/PLCg/DAG/IP3 signaling (*p* < 0.005) (**Figure 4E**).

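Across the 13550 expressed genes, the log2 fold changes of RUN and CE against LD had a Pearson correlation of 0.587 and a Spearman correlation of 0.596. These correlations are across genes, which are not independent replicates, and both contrasts share the LD library. The same correlation of RUN was 0.879 with L-RUN and 0.811 with H-RUN, whose mice were those of the RUN pool. Of the RUN list, 27.5% of genes were higher than in LD, and of the CE list 55.6%. This balance depended on transcript length. With that trend removed, an alternative added after the data were seen, 55 genes were higher and 65 lower in RUN. In CE, 43 were then higher and 23 lower. The RUN list held 4 of the 18 expressed ionotropic glutamate receptor subunits, where 0.24 would be drawn at random (Fisher's exact test, p = 7.6e-05, Benjamini-Hochberg adjusted p = 0.0019 over 49 pairs of family and list), and the CE list held 1 (Fisher's exact test, adjusted p = 0.21). The difference between the lists was itself not tested. Removing the trend with transcript length, which was added after the data were seen, moved this most and left 2 of these subunits in the RUN list (Fisher's exact test, adjusted p = 0.038). The paper concludes that the RUN genes differ from those of CE and are enriched for glutamate signaling and cell growth.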

The 178 significantly changed genes in the RUN group differ strikingly from those in the CE group and are particularly enriched in GO Biological Process gene sets related to glutamate signaling and cell growth (**Figure 4F**). Genes enriched within the top 30 gene sets cluster into four groups, which are associated with glutamate receptor signaling (*Grik3, Trpm3, Grin2b, Grin2a, Grin3a, Homer2*), cellular growth/projection development (*Sema4d, Rap1gap2, Lzts1, Dpysl3, Cdkl5, Bmpr2, Skil, Tnr, Mef2a, Cpeb3, Tenm1, Tgfbr1*), regulation of responses to growth factors (*Ubb, Prkcb, Htra4, Glg1, Flt1, Ccbe1, Tgfbr1, Skil*), and behavior (*Grin2a, Grin2b, Ptgds, Strn, Homer2, Penk, Arc, Etv1, Igf2, Kcnip3, Sgk1, Cpeb3, Mef2a, Tnr*). 

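All 6 genes under glutamate receptor signaling were lower in RUN than in LD, with log2 fold changes from -0.57 to -0.30 and a median of -0.45 (no replicates). Grin2a (chromosome 16, 9567898 to 9995560) changed by -0.57 (technical SD 0.040), Trpm3 (chromosome 19, 22139046 to 22995410) by -0.46, Grik3 by -0.46, Grin2b by -0.44, Homer2 by -0.35 and Grin3a by -0.30. All 12 genes under cellular growth and projection development were lower than in LD, from -0.46 to -0.30. Under regulation of responses to growth factors, 2 of 8 genes were higher, Htra4 (0.54) and Ubb (0.34), and 6 were lower. Under behavior, 5 of 14 genes were higher and 9 lower, from -0.57 for Grin2a to 1.34 for Ptgds. Many of these genes lie close to the cut-off, and Grin3a (-0.301) passed it by less than its technical SD of 0.040. With the trend against transcript length removed, an alternative added after the data were seen, 2 ionotropic glutamate receptor subunits stayed in the RUN list.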

The main locations of these gene products are synapses and dendrites (*Grin2a/2b/3a, Grik3, Strn, Lzts1, Arc, Homer2, Mib1, Itpr1, Kcnip3, Ddn, Cpeb3, Bmpr2, Apod, Uhmk1, Cdkl*) or the ECM (*Tnr, Spock2, Mgp, Matn2, Glg1, Fmod, Ecm2, Col1a2, Ccbe1, Aebp1*) (GO Cellular Components, **Figure 4G**), where they are involved in glutamate receptor activity and membrane transport for metal ions and calcium (*p* < 0.0005) (GO Molecular Functions, **Figure 4H**). 

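Of the genes listed here for synapses and dendrites, 16 were looked up, and all passed the cut-off in RUN, 2 higher and 14 lower than in LD, with a median log2 fold change of -0.34 (no replicates). The higher ones were Apod (0.47) and Kcnip3 (0.32), and the lowest value was that of Grin2a (-0.57). Differences between RUN and LD fell with transcript length (Spearman correlation -0.49 across genes), so a bias with length is not excluded for the lower ones. Arc (chromosome 15, 74669083 to 74672570) changed by -0.33 (technical SD 0.036). Of the 10 ECM genes, 4 were higher and 6 lower, from -0.48 for Matn2 to 0.60 for Fmod. Fmod (chromosome 1, 134037254 to 134048277) rose from 7.58 in LD to 8.18 in RUN and 8.60 in L-RUN (technical SD 0.047) and was 7.60 in H-RUN. The most sensitive of these values was that of Ddn, which quantile normalization took from -0.33 to -0.25, inside the cut-off.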

RUN genes are enriched in KEGG data sets associated with glutamatergic synapses, phosphatidylinositol signaling, calcium signaling, circadian entrainment, LTP, and cGMP-pKG signaling (*p* < 0.005). 

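In RUN, 3 of the 4 genes listed under IGF were higher than in LD, Igf2 (0.57), Igfbp6 (0.45) and Pappa (0.34), and Igfbp5 was lower (-0.50). Their technical SDs were 0.040, 0.047, 0.044 and 0.022 (no replicates). Igf2 followed the leptomeningeal marker means in its order over the groups, and Igfbp5 and Igfbp6 did not. By gene symbol, 3 of the 11 expressed genes of the IGF system were in the RUN list, where 0.14 would be drawn at random (Fisher's exact test, p = 0.00034, Benjamini-Hochberg adjusted p = 0.0033 over 49 pairs of family and list). The 3 genes under PIP2 were lower, with log2 fold changes of -0.50 for Dgkh, -0.48 for Itpr1 and -0.35 for Dgki. Under VEGF, 1 of 9 genes was higher and 8 were lower, from -0.57 to 0.34. The TGFb genes comprised 1 higher gene, Ubb (0.34), and 3 lower ones, of which Cbl had the largest change (-0.51). For the IGF system, the alternative with the largest effect was the cut-off of 0.4, which left 3 genes in the RUN list (Fisher's exact test, adjusted p = 0.00021).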

Using Reactome, more specific pathways were revealed that included IGF (*Pappa, Igfbp6, Igfbp5, Igf2*), PIP2 (*Dgki, Dgkh, Itpr1*), VEGF (*Akt3, Ubb, Ksr2, Irs2, Flt1, Itpr1, Prkcb, Grin2b, Grin2a*), TGFb (*Ubb, Tgfbr1, Cbl, Skil*), and TP53 (*Sgk1, Akt3, Ubb*) (*p* < 0.0005) (**Figure 4I**).

Overall, these analyses reveal that running and running-independent EE have consequences on distinct cellular and molecular targets, with CE primarily affecting ECM interactions and RUN mainly impacting glutamatergic synapses, cell growth, and growth factor signaling.

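By family, collagen chains made up 6 of the 81 CE genes and 1 of the 178 RUN genes, whereas ionotropic glutamate receptor subunits made up 1 CE gene and 4 RUN genes, and the IGF system 0 CE genes and 3 RUN genes. Receptors of the TGF-beta superfamily were 0 in the CE list and 2 in the RUN list (Fisher's exact test, p = 0.010, Benjamini-Hochberg adjusted p = 0.032 over 49 pairs of family and list). Metabotropic glutamate receptors were absent from both lists. Over all 7 families and 7 lists, 16 pairs had an adjusted p below 0.05, and with a cut-off of 0.4 for the lists 9 did. With the trend against transcript length removed, an alternative added after the data were seen, the RUN list held 4 collagen chains (Fisher's exact test, adjusted p = 0.0014) and 1 receptor of the TGF-beta superfamily (Fisher's exact test, adjusted p = 0.21). Whether a family's share differed between the lists was not tested. From such categories, the paper concludes that CE primarily affects ECM interactions and that RUN mainly affects glutamatergic synapses, cell growth and growth factor signaling.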

### “Core” Running Changes Involve Glutamate and IGF Signaling

We next investigated the transcriptional consequences of running in greater detail. The RUN group is comprised of samples from both the L-RUN and H-RUN groups, which ran 10.65 and 17.00 km/day respectively and exhibited considerable differences in the number of significantly altered genes (424 and 112 genes, respectively) (**Figure 5A**). 

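L-RUN and H-RUN had 53 changed genes in common, 12.5% of the 424 L-RUN genes and 47.3% of the 112 H-RUN genes. Lists of these sizes drawn at random from the expressed genes would share 3.5 (Fisher's exact test, p = 4.5e-50, Benjamini-Hochberg adjusted p = 8.9e-50 over 6 pairs of lists), and both lists were computed against the same LD library. All 53 changed in the same direction, 23 higher and 30 lower than in LD. Penk (chromosome 4, 4133531 to 4138819) had the largest change among them, 0.91 in L-RUN and 0.83 in H-RUN (technical SD 0.031, no replicates). Htra4 rose by 0.53 and 0.57, and Rprm by 0.54 and 0.51. The overlap depended most on the cut-off, and 12 genes were shared at 0.4.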

To identify the “core” processes associated with running, we analyzed the subset of 53 genes whose expression was altered in both L-RUN and H-RUN groups. Similar to the overall RUN group, GO Biological Process analysis of the core running genes prominently highlighted glutamate neurotransmission, with five of the top 10 gene sets related to glutamate receptors and glutamate signaling (**Figure 5B**). 

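Of the 18 expressed ionotropic glutamate receptor subunits, 2 were among the 53 core running genes, Grik3 and Grin3a, where 0.07 would be drawn at random (Fisher's exact test, p = 0.0022, Benjamini-Hochberg adjusted p = 0.011 over 49 pairs of family and list). Grik3 (chromosome 4, 125490700 to 125714173) changed by -0.37 in L-RUN and -0.54 in H-RUN (technical SD 0.040, no replicates). Grin3a (chromosome 4, 49661611 to 49845744) changed by -0.32 in L-RUN and -0.33 in H-RUN (technical SD 0.040). Both of these values of Grin3a lie within 1 technical SD of the cut-off of 0.3. Grin2a and Grin2b passed the cut-off in L-RUN (-0.88 and -0.72) and not in H-RUN (-0.29 and -0.25). The core list held 0 of these subunits at a cut-off of 0.4, and 0 with the trend with transcript length removed, an alternative added after the data were seen. The paper takes its gene sets for ionotropic and NMDA receptor complexes as evidence that glutamate signaling is a core target of running.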

Consistent with this, GO Cellular Component analysis included gene sets for Ionotropic glutamate receptor complex and NMDA glutamate receptor complex (**Figure 5C**), and GO Molecular Functions further identified several glutamate signaling gene sets (**Figure 5D**). 

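Of the 11 expressed genes of the IGF system, 2 were core running genes, Igfbp5 and Igfbp6, where 0.04 would be drawn at random (Fisher's exact test, p = 0.00081, Benjamini-Hochberg adjusted p = 0.0057 over 49 pairs of family and list). Igfbp5 (chromosome 1, 72857932 to 72874884) changed by -0.48 in L-RUN and -0.55 in H-RUN (technical SD 0.022, no replicates). Igfbp6 (chromosome 15, 102144362 to 102149511) rose by 0.56 in L-RUN and 0.46 in H-RUN (technical SD 0.047). Igf2 changed in L-RUN (1.096) and not detectably in H-RUN (-0.05, technical SD 0.040). The core list held 2 genes of the IGF system under each alternative tried for the gene families. The adjusted p of Fisher's exact test was lowest, at 0.00051, with a cut-off of 0.4. It was highest, at 0.010, for genes with a mean regularized log value of at least 7.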

In addition to glutamate neurotransmission, IGF binding/signaling was also significantly implicated by GO Molecular Functions (*p* < 0.0005) and Reactome pathway analysis (*p* < 0.005) (**Figure 5E**). Thus, glutamate neurotransmission and IGF signaling are common targets of the L-RUN and H-RUN groups.

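In H-RUN, 5 of the 9 glutamate signaling and IGF genes in the plot passed 0.3, Grin3a (-0.33), Trpm3 (-0.31), Grik3 (-0.54), Igfbp5 (-0.55) and Igfbp6 (0.46). In L-RUN, Grin2a (-0.88), Grin2b (-0.72) and Igf2 (1.096) had the largest changes. At the cut-off of 0.4, the ionotropic glutamate receptor subunits left the core list (0 genes), while 2 genes of the IGF system stayed in it. From the gene sets enriched in the core list, the paper concludes that glutamate neurotransmission and IGF signaling are common targets in L-RUN and H-RUN mice.

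**Figure D2:**
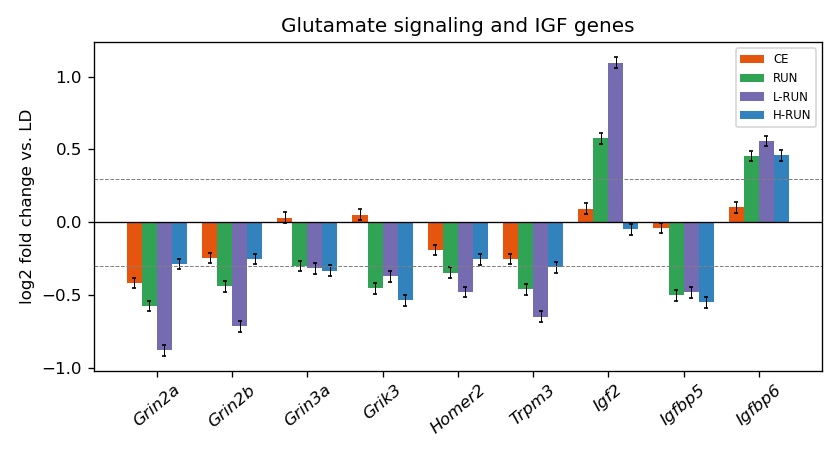
Log2 fold change against LD (y axis) of 6 glutamate signaling and 3 IGF genes (x axis) in CE, RUN, L-RUN and H-RUN, 1 bar per pooled library. Error bars are 1 technical SD (0.0365) from the RUN pool, not replicate error, and dashed lines mark -0.3 and 0.3; Igf2 rises in RUN and L-RUN and not in H-RUN, while Igfbp5 and Igfbp6 pass the lines in all 3 running groups.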

**FIGURE 5:**
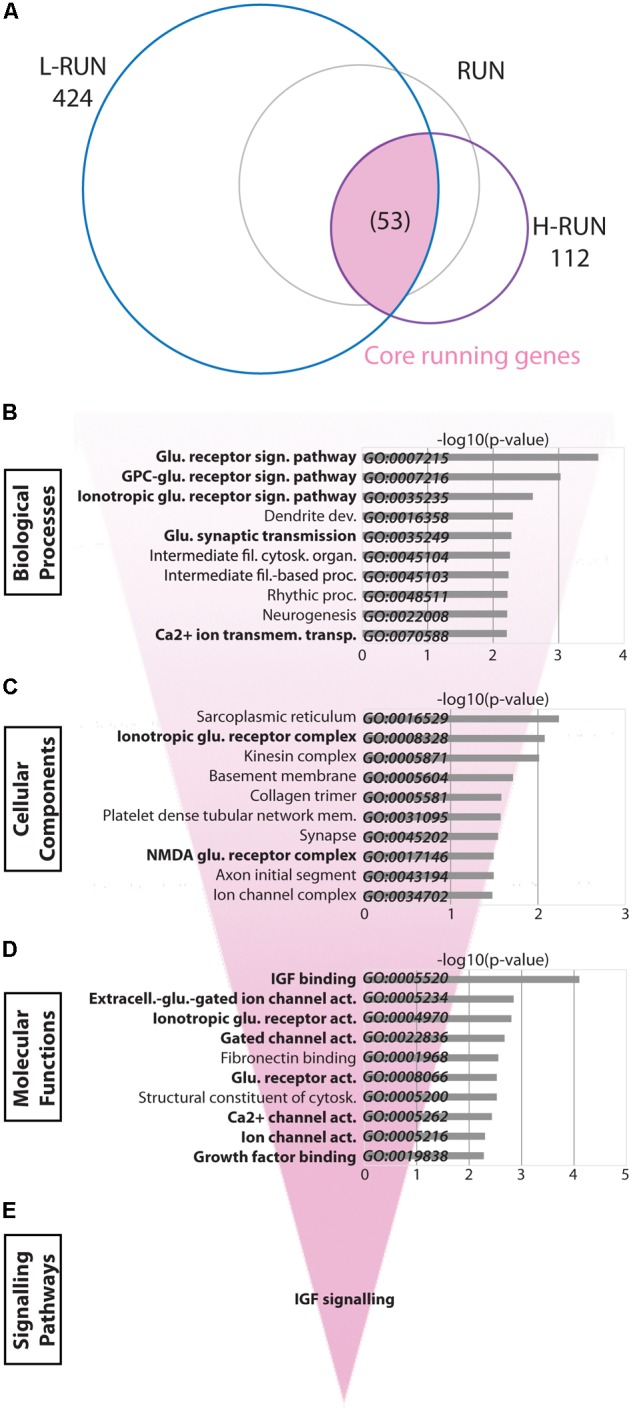
“Core” running-induced transcriptomic changes. **(A)** Venn diagram showing the relationship between significantly modulated genes in the L-RUN and H-RUN groups, focusing on the 53 “Core” running genes that were modulated in both groups (highlighted). Bio-informatic analyses of Core running genes was performed by gene set enrichment analysis for GO Biological Processes **(B)**, GO Cellular Components **(C)**, GO Molecular Functions **(D)**, and KEGG and Reactome pathways **(E)**. For each of the GO categories, the top 10 enriched gene sets are shown plotted against their –log10(p-value). Gene sets in bold had likewise shown enrichment for genes modulated in the RUN group (**Figure 4**).

### Low Runners Exhibit Multi-System Synaptic Changes, Extracellular Matrix Alterations, and Broad Changes in Growth Factor and Calcium Signaling

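Of the 424 genes changed in L-RUN, 371 (87.5%) did not pass the cut-off in H-RUN. Of these, 85 were higher and 286 lower than in LD. A gene outside the H-RUN list can still have changed in H-RUN by less than 0.3, and the difference between L-RUN and H-RUN was not tested gene by gene, since each has 1 library. In RUN, the 371 genes all changed in the direction computed for an equal mixture of L-RUN and H-RUN. The size of the L-RUN list that these genes come from depended most on the cut-off, with 184 genes at 0.4.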

Comparison of the L-RUN and H-RUN groups showed that 371 gene expression changes were L-RUN-specific (87.5% of the L-RUN-associated genes) (**Figure 6A**, Fig.6-1, and Fig. 6-2). L-RUN-specific genes were mainly enriched in GO Biological Process gene sets associated with either synaptic transmission/plasticity or neuron projection/differentiation/dendrite development (**Figure 6B**). The L-RUN-specific gene products show GO Cellular Component enrichment at synapses, dendrites, and the extracellular space (*p* < 0.00005) (**Figure 6C**), and are implicated in various types of transmembrane transporter activity, collagen-associated growth factor-binding, and calcium/calmodulin binding (*p* < 0.0005) (GO Molecular Functions, **Figure 6D**). 

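Of the 32 expressed collagen chains, 6 were among the 371 L-RUN-specific genes, where 0.88 would be drawn at random (Fisher's exact test, p = 0.00020, Benjamini-Hochberg adjusted p = 0.0032 over 49 pairs of family and list). Ionotropic glutamate receptor subunits numbered 2 of 18 (Fisher's exact test, p = 0.086, adjusted p = 0.19), and metabotropic glutamate receptors 0 of 7. GABA receptor subunits numbered 1 of 13 (Fisher's exact test, p = 0.30, adjusted p = 0.55), and potassium channel subunits 5 of 72 (p = 0.047 by Fisher's exact test, adjusted p = 0.12). Of these families, only the collagen chains passed an adjusted p of 0.05 in the L-RUN-specific list. The KEGG gene sets, which hold other genes than these families, were not in the files analysed here. Removing the trend with transcript length, an alternative added after the data were seen, raised the collagen chains in this list to 9. The paper concludes that L-RUN-specific changes involve ECM interactions and several neurotransmitter systems.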

KEGG pathway analysis revealed that L-RUN-specific changes are associated with alterations in ECM interactions and with broad changes in neurotransmission that include cholinergic, dopaminergic, glutamatergic, and gabaergic synapses (*p* < 0.005). Additional gene set enrichments include calcium signaling, circadian entrainment, aldosterone signaling and longevity pathways (*p* < 0.005). Using Reactome, signaling changes that can be identified that include general neurotransmission, collagen synthesis, FGF/EGF/PDGF/NGF signaling, PLCg/DAG/IP3 signaling, calcium/calmodulin signaling, and transmembrane transport (*p* < 0.005) (**Figure 6E**).

**FIGURE 6:**
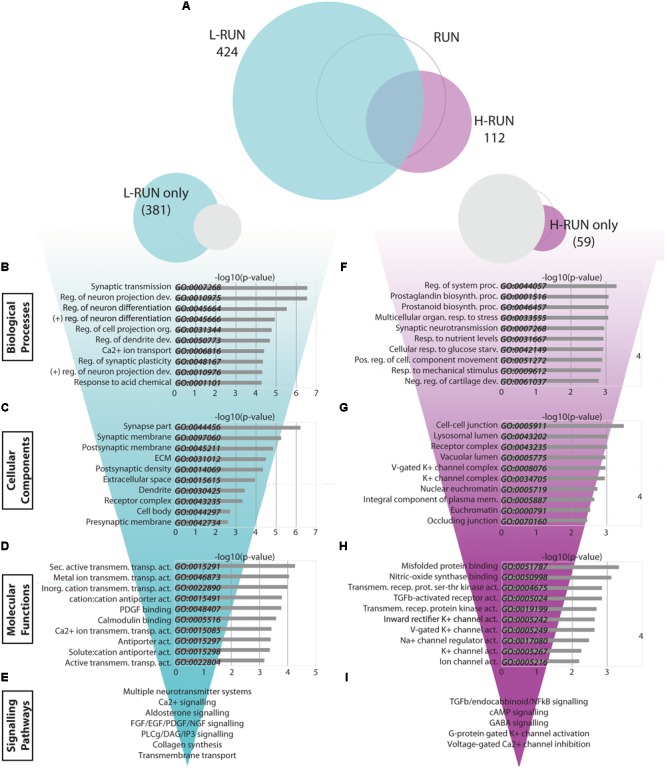
Transcriptomic changes specific to low runners and high runners. **(A)** Venn diagrams showing the relationship between significantly modulated genes in the L-RUN and H-RUN groups, focusing on the genes that were L-RUN-specific and H-RUN-specific. **(B–I)** Bio-informatic analyses of modulated genes in the L-RUN group **(B–E)** and H-RUN group **(F–I)** were performed by gene set enrichment analysis for GO Biological Processes **(B,F)**, GO Cellular Components **(C,G)**, GO Molecular Functions **(D,H)**, and KEGG and Reactome pathways **(E,I)**. For each of the GO categories, the top 10 enriched gene sets are shown plotted against their –log10(p-value). Supplementary Table S3: Spreadsheet of the most modulated genes for the L-RUN environment versus the LD control. Supplementary Table S4: Spreadsheet of the most modulated genes for the H-RUN environment versus the LD control.

Overall, the abundant changes in gene expression that are L-RUN-specific involve multiple neurotransmitter systems, ECM interactions, several growth factor families, and calcium-mediated signaling pathways.

### High Runners Show Transcriptomic Changes Associated With Stress Responses and Negative Regulation of Synaptic Activity

Surprisingly, H-RUN mice exhibited fewer and distinct transcriptomic changes versus L-RUN mice. 

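The log2 fold changes of L-RUN and H-RUN had a Pearson correlation of 0.614 and a Spearman correlation of 0.624 across the 13550 expressed genes, which are not independent replicates, with LD shared by both contrasts. H-RUN had 112 changed genes and L-RUN 424, and 53 were the same. Of the 483 genes changed in either group, none changed past the cut-off in opposite directions. The SD of the difference between the L-RUN and H-RUN values was 0.104 across expressed genes, against a technical SD of 0.0365. A cut-off of 0.4 had the largest effect on the counts and gave 38 genes in H-RUN and 184 in L-RUN. The paper takes these lists as evidence that H-RUN mice underwent fewer and distinct transcriptomic changes.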

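In H-RUN, 59 of the 112 changed genes did not pass the cut-off in L-RUN, 25 of them higher and 34 lower than in LD. In RUN, 58 of these 59 genes changed in the direction computed for an equal mixture of L-RUN and H-RUN, and the median ratio of the measured to the computed change was 1.028. No gene of the RUN residual reached 0.3, which is the size of change that the cut-off requires. The H-RUN list as a whole was most affected by the cut-off and held 38 genes at 0.4.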

To better understand this, we performed a bio-informatics analysis of the subset of 59 H-RUN-specific gene expression changes. Interrogation of the GO databases revealed H-RUN-specific Biological Processes related to regulation of system processes (*Kcnj2, Htr2c, Sgk1, Dsg2, Atp2b4, Ptgs2*), prostaglandin/prostanoid biosynthesis (*Ptgs2, Cd74*), organismal and nutrient stress responses (*Htr2c, Bdnf, Adcyap1r1*), and synaptic transmission (*Kcnj2, Htr2c, Nptx2, Kcnj16, Kcnf1, Gabra3*) (*p* < 0.005) (**Figure 6F**). 

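All of the genes named here passed the cut-off in H-RUN. Of the 6 genes under regulation of system processes, 3 were higher than in LD, Sgk1 (0.55), Ptgs2 (0.40) and Kcnj2 (0.39), and 3 were lower, Dsg2 (-0.36), Atp2b4 (-0.35) and Htr2c (-0.32). Sgk1 (chromosome 10, 21882184 to 21999903) had the largest of these changes and was also higher in RUN (0.35) and L-RUN (0.26, technical SD 0.031, no replicates). In the prostaglandin category, Ptgs2 (chromosome 1, 150100031 to 150108227) was higher and Cd74 lower (-0.40). Under stress responses, Bdnf was higher (0.36) and Htr2c and Adcyap1r1 (-0.30) were lower. Under synaptic transmission, 2 of 6 genes were higher, Nptx2 (0.42) and Kcnj2, and 4 were lower, among them Kcnf1 (-0.41), Kcnj16 (-0.40) and Gabra3 (-0.40). In L-RUN, none of Kcnj2, Kcnj16, Kcnf1 and Gabra3 reached 0.3, with values of 0.16, -0.14, -0.21 and -0.15. Among the counts behind this list, a cut-off of 0.4 had the largest effect, leaving 38 genes in H-RUN.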

H-RUN-specific gene products localize to cell-cell junctions, lysosome/vacuoles, receptor complexes and potassium channel complexes (GO Cellular Compartments, **Figure 6G**), and are involved in misfolded protein binding, NOS binding, TGFβ receptor activity, and potassium channel activity (GO Molecular Functions, **Figure 6H**). 

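By gene symbol, 2 of the 12 expressed receptors of the TGF-beta superfamily were among the 59 H-RUN-specific genes, where 0.05 would be drawn at random (Fisher's exact test, p = 0.0012, Benjamini-Hochberg adjusted p = 0.0073 over 49 pairs of family and list). Of these, Acvr1c was higher than in LD in H-RUN, and Tgfbr1 (chromosome 4, 47353222 to 47414931) was lower than in LD in every group. The log2 fold changes of Tgfbr1 were -0.27 in CE, -0.33 in RUN, -0.27 in L-RUN and -0.42 in H-RUN (technical SD 0.036, no replicates). In the RUN list, 2 receptors of this family were present, Tgfbr1 and Bmpr2. With a cut-off of 0.4, 1 receptor was left in the H-RUN-specific list (Fisher's exact test, adjusted p = 0.086).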

KEGG pathway analysis revealed H-RUN-specific enrichment for TGFβ signaling (*p* < 0.005), as well as endocannabinoid, cAMP, and NFκB signaling (*p* < 0.05). 

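Of the 72 expressed potassium channel subunits, 3 were H-RUN-specific, Kcnj2, Kcnj16 and Kcnf1, where 0.31 would be drawn at random (Fisher's exact test, p = 0.0038, Benjamini-Hochberg adjusted p = 0.014 over 49 pairs of family and list). Kcnj2 (chromosome 11, 111066164 to 111076821) rose by 0.39 (technical SD 0.040, no replicates), while its neighbour Kcnj16 (chromosome 11, 110968033 to 111027968) changed by -0.40 and Kcnf1 by -0.41. Of the 13 expressed GABA receptor subunits, 1 was H-RUN-specific, Gabra3 (chromosome X, 72432681 to 72656848), which changed by -0.40 (technical SD 0.042). That family did not pass the test (Fisher's exact test, p = 0.055, adjusted p = 0.14). Kcnq3 was lower in L-RUN (-0.69) and in H-RUN (-0.39) and is a core running gene. At a cut-off of 0.4, 2 potassium channel subunits were left in the H-RUN-specific list (Fisher's exact test, adjusted p = 0.045). From its Reactome analysis, the paper predicts that these changes suppress neurotransmission.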

Interestingly, Reactome analysis further linked these changes to activation of GABA receptors and G-protein gated potassium channels and to inhibition of voltage-gated calcium channels (*p* < 0.005) (**Figure 6I**), changes predicted to suppress neurotransmission.

Given the relatively small number of H-RUN-specific genes, we also performed a bio-informatics analysis of the 112 changes within the complete H-RUN data set. This showed similar overall enrichments to the 59 H-RUN-specific changes, with additional highlighting of GO Biological Processes associated with stress, including multicellular organismal response to stress (*p* < 0.00005), negative regulation of synaptic transmission, behavioral fear/defense responses (*p* < 0.0005), and negative regulation of homeostatic process (*p* < 0.005). Collectively, these data reveal that the H-RUN group exhibits elevated organismal and cellular stress responses, distinct patterns of signaling changes, and a predicted GABA- and potassium-mediated suppression of synaptic activity.

## Discussion

The present study explores the transcriptional mechanisms underlying EE-induced changes in hippocampal function. Running and running-independent EE can have differential effects on hippocampal structure and function, and despite using outbred CD1 mice, we indeed detected running-specific behavioral differences that are consistent with improved spatial memory. Focusing on the DG, we then used RNA-Seq to identify genome-wide gene expression changes in response to running versus running-independent EE. Gene expression profiling using RNA-Seq is a powerful tool for comprehensively studying cellular responses to physiological or experimental stimuli, as this technology is unbiased (does not rely on the existence of pre-existing probes) and offers a broad dynamic range that is not affected by hybridization sensitivity (for low abundance transcripts) or signal saturation (for high abundance species). As discussed below, bio-informatics analyses reveal that transcriptional changes in the DG are highly influenced by both the nature of the EE (running vs. running-independent) and, in the case of runners, the degree of running (low- vs. high-distance runners). Moreover, our RNA-Seq data identifies a wide range of novel actors that can be explored as potential mediators of EE effects on brain function.

### Running-Induced Changes in Hippocampal Function

We used two behavioral tests to assess changes in hippocampus-regulated functions, RAM (for spatial learning and memory) and NOR (for object memory). In the RAM, the RUN group showed significant differences in performance that are consistent with improved spatial memory, and that were largely driven by the performance of the highest distance runners. In the NOR, there was no significant group-wise difference in performance. With regard to the latter, although the mice did indeed show statistically significant NOR, analysis of the data suggests that test parameters were not optimal for detecting group differences. Indeed, since only one of the three groups reached a preference ratio that was significantly above chance even in the 1 h short-term memory paradigm, we cannot exclude that further optimization of test parameters would reveal group differences. Measuring differences in cognitive function with behavioral tests is challenging and can be influenced by a wide range of genetic, environmental, and experimental parameters (Van Meer and Raber, 2005). Moreover, the greater inter-animal variability of outbred CD1 mice increases the likelihood that potential findings are physiologically relevant to the general population, but hinders achieving statistically significant differences between groups; inbred lines, on the other hand, facilitate achieving statistical significance but can be considered an unusual genetic state (Svenson et al., 2012).

Interestingly, mice in the bottom half and upper half of runners in the behavioral studies (8.6 vs. 11 km/day, respectively) showed a statistically significant difference in memory in at least the 4-arm variation of RAM (**Figure 1N**), suggesting that this 30% running distance difference is functionally meaningful. Running distance has been shown to have an impact on hippocampal neurogenesis (Rhodes et al., 2003), with a positive correlation observed between running distance and new neurons in normally bred mice. However, in that study, mice selectively bred for high levels of running showed no such correlation, suggesting a possible ceiling effect. Moreover, spatial learning was improved in the normal mice, but not in the high-runners, suggesting that the running distance can have an impact on behavioral outcomes and neurogenesis (Rhodes et al., 2003).

### Running-Induced Transcriptional Changes in the DG

RNA-Seq was used to probe the gene expression changes associated with running versus running-independent EE. These transcriptomic experiments were performed using a separate cohort of mice that was not behaviorally tested, avoiding the possible confounding effects of the learning and memory tests on DG gene expression. The transcriptomic changes caused by running prominently affected genes whose products localize to synapses and dendrites, with notable enrichments in categories related to glutamate receptor signaling, cell growth/projection development, and regulation of responses to growth factors.

In the case of glutamate receptor signaling, recent studies using trans-synaptic retrograde tracing and *in vivo* imaging approaches have revealed that running EE markedly increases the pattern of inputs into the DG from the entorhinal cortex, from other hippocampal subfields, and from sub-cortical structures (Bergami et al., 2015; Vivar et al., 2016). Consistent with such connectivity changes, we found that running prominently enriched glutamate signaling-associated GO gene sets. Genes implicated within these GO categories are involved with glutamate receptors and/or their downstream signaling events, and potentially represent key mediators of the glutamatergic alterations. 

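All 12 of these genes passed the cut-off in RUN, and all were lower than in LD, with log2 fold changes from -0.57 to -0.30 and a median of -0.40 (no replicates). Dgkh (chromosome 14, 78558750 to 78732776) changed by -0.50 (technical SD 0.040), Itpr1 (chromosome 6, 108213096 to 108551109) by -0.48 (technical SD 0.022) and Trpm3 by -0.46. Cacna1e (-0.34), Atp2b4 (-0.34) and Prkcb (-0.30) changed less. The gene written Dgk1 was taken as Dgki, and Pkcb as Prkcb, the symbols that the Results use and the files hold. Quantile normalization had the largest effect on Trpm3, which it moved to -0.43. Differences between RUN and LD fell with transcript length (Spearman correlation -0.49 across genes), which may be a bias between the libraries. With that trend removed, an alternative added after the data were seen, Homer2 (-0.24), Grin2b (-0.29) and Grin3a (-0.23) were inside the cut-off. Grin2a (-0.45), Grik3 (-0.36) and Trpm3 (-0.35) stayed past it. The paper proposes these genes as potential mediators of the glutamatergic alterations that running brings about.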

This includes subunits for NMDA receptors (*Grin2b, Grin2a, Grin3a*) and kainate receptors (*Grik3*), regulators of metabotrophic receptors (*Homer2*), calcium-related channels and transporters (*Trpm3, Cacna1e, Atp2b4*), the calcium-regulating IP3 receptor (*Itpr1*), the calcium and DAG-activated kinase (*Pkcb*), and DAG kinases (*Dgk1, Dgkh*).

The categories of cell growth/projection development and regulation of responses to growth factors are biologically inter-related. Our bio-informatic analysis revealed a variety of potential mediators of cell growth/projection changes. Specific genes that were implicated affect Semaphorin pathways (*Sema4d, Dpysl3*), TGFβ superfamily receptors (*Tgfbr1, Bmpr2*), Tenascin pathways (*Tnr, Tenm1*), cell cycle regulators (*Cdkl5, Lzts1*), transcriptional regulators (*Mef2a, Skil*), and others. 

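The genes looked up here were lower in RUN than in LD. Among the receptors, Bmpr2 changed by -0.42 (technical SD 0.042) and Tgfbr1 by -0.33 (technical SD 0.036, no replicates). Sema4d changed by -0.34, Dpysl3 by -0.31, Tnr by -0.31 and Tenm1 by -0.46. The changes of Lzts1 (-0.31), Mef2a (-0.31) and Skil (-0.31) were of similar size. In L-RUN, the log2 fold change was -0.66 for Bmpr2 and -0.66 for Tnr. Bmpr2, Tenm1 and Tnr have long transcripts (12899, 12879 and 12202 bp). Differences between RUN and LD fell with transcript length (Spearman correlation -0.49 across genes), so a bias with length is not excluded for such decreases. The cut-off mattered most to the list these genes come from, which fell from 178 to 52 genes at 0.4. The paper proposes these genes as potential mediators of changes in cell growth and projections.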

Growth factors exert powerful influences over such cell growth and development pathways, and we indeed observed running-induced growth factor changes in the IGF, BDNF, VEGF, and TGFβ pathways. 

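Of the 28 genes named here, 27 passed the cut-off in RUN, and Bdnf did not (0.26, technical SD 0.031, no replicates). Of the 28, 7 were higher and 21 lower than in LD, with log2 fold changes from -0.58 for Nos1 to 0.57 for Igf2. Nos1 (chromosome 5, 117781032 to 117958840, technical SD 0.047) was lower in L-RUN (-0.74) and H-RUN (-0.45) as well. Flt1 changed by -0.31, Irs2 by -0.31 and Ksr2 by -0.34. Itpkb (-0.39), Impad1 (-0.31) and Mef2d (-0.31) were lower too. Of all genes lower in RUN, 62 were in the decile with the longest transcripts and 1 in the decile with the shortest, so a bias with length may contribute. The median log2 fold change of the 28 genes was -0.31, close to the cut-off, and at 0.4 the whole RUN list fell to 52 genes. The paper concludes from these genes that running alters the IGF, BDNF, VEGF and TGFβ pathways.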

These changes included genes for growth factors themselves (*Igf2, Bdnf*), growth factor binding proteins/regulators (*Igfbp6, Igfbp5, Pappa, Htra4*), growth factor receptors (*Tgfbr1, Flt1*), receptor-associated components and downstream, signaling proteins/modulators (*Akt3, Ksr2, Irs2, Itpr1, Cbl, Sgk1, Ubb, Prkcb, Grin2a, Grin2b, Skil*), including inositol/calcium signaling (*Itpkb, Prkcb, Impad1, Itpr1, Dgki, Dgkh, Atp2b4, Cacna1e*) and cGMP/PKG signaling (*Nos1, Mef2a, Mef2d*). Our data thus reveal key molecules and cascades impacted by running in the DG.

### Differences Between Low and High Runners

L-RUN and H-RUN groups showed surprisingly distinct sets of transcriptional changes, with L-RUN mice undergoing nearly fourfold more significant changes in gene expression. 

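The L-RUN list held 424 genes and the H-RUN list 112, a ratio of 3.79, and 53 genes were in both. The 371 genes outside the H-RUN list and the 59 outside the L-RUN list make up the distinct sets. Cut-off and baseline both affected the ratio, which was 4.84 at a cut-off of 0.4 (184 and 38 genes) and 2.90 against the mean of LD and CE (273 and 94 genes).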

Analysis of the restricted group of changes shared between the L-RUN and H-RUN groups identified glutamate signaling and IGF signaling as core targets of running. By focusing on the changes in L-RUN mice, a broader and more detailed picture of the overall transcriptional changes induced by running is revealed. Like RUN mice, L-RUN mice showed alterations in genes whose products are localized principally to synapses and dendrites; however, L-RUN mice showed 25 GO Biological Process categories enriched to at least *p* < 0.0005, versus only 11 categories in the complete RUN group (not shown). L-RUN mice exhibited broader neurotransmission-associated changes that included KEGG enrichments for cholinergic, dopaminergic, glutamatergic, and gabergic systems; notable changes included receptors for GABA (*Gabbr2*) and acetylcholine (*Chrna7, Chrm3*). 

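Gabbr2 (chromosome 4, 46662305 to 46991873) changed by -0.33 in L-RUN (technical SD 0.022, no replicates), against -0.16 in RUN, -0.02 in H-RUN and 0.16 in CE. Chrm3 (chromosome 13, 9875486 to 10360847) changed by -0.36 in L-RUN and 0.05 in H-RUN (technical SD 0.047). Chrna7 (chromosome 7, 63098692 to 63212569) changed by -0.32 in L-RUN and -0.08 in H-RUN (technical SD 0.047). The L-RUN values of Gabbr2 and Chrna7 exceed the cut-off of 0.3 by little, and quantile normalization brought Gabbr2 to -0.295, inside it. The paper concludes that L-RUN mice underwent broader changes in neurotransmission than the other running groups.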

L-RUN mice also displayed greater numbers of gene changes related to cell growth/process development, which included growth factor families seen in the RUN group (BMPs and semaphorins) as well as families not identified in RUN or H-RUN groups (neurotrophin, netrin, slit, NRCAM, FGF). Furthermore, L-RUN mice showed significant enrichment for GO categories that did not emerge in other groups, including positive regulation of neurogenesis (GO:0050769) and blood vessel development (GO:0001568).

In contrast, the H-RUN group exhibited a dampening of the majority of L-RUN-associated gene expression changes, and clustered intermediate between L-RUN mice and the non-running LD and CE groups. 

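Of the 424 genes changed in L-RUN, 404 had a smaller change in H-RUN, 95.3% (95% Wilson interval 92.8% to 96.9%). The H-RUN change had the same direction as the L-RUN change for 92.0% of them, and the slope of H-RUN on L-RUN through the origin was 0.347. Genes chosen for a large change in a group tend to change less in any other group, so the reverse was computed as well. Of the 112 genes changed in H-RUN, 79 had a smaller change in L-RUN, 70.5% (95% Wilson interval 61.5% to 78.2%), with a slope of 0.756. On the Z-scores of the 133 genes with a 1.4-fold difference, H-RUN was at a Euclidean distance of 19.7 from L-RUN, 13.1 from LD and 14.9 from CE. The cut-off had the largest effect, and at 0.4 the share was 98.4%. The paper concludes that H-RUN dampened most of the L-RUN-associated changes.

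**Figure D3:**
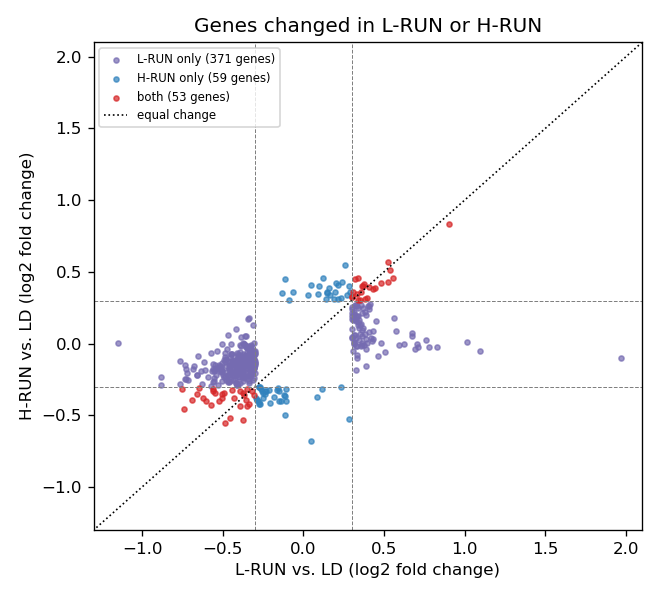
Log2 fold change against LD in L-RUN (x axis) and in H-RUN (y axis) for the 371 genes changed only in L-RUN, the 59 changed only in H-RUN and the 53 changed in both, 1 point per gene. Dashed lines mark the cut-offs of -0.3 and 0.3 and the dotted line equal change, and most L-RUN genes lie between that line and an H-RUN change of 0.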

In contrast to the other experimental groups, H-RUN-specific changes affected genes whose products normally localize with cell junctions, lysosomes/vacuoles, and K^+^ channels. High runners showed notable enrichments for stress-associated gene sets, such as protein misfolding, organismal response to stress, fear/defense responses, and negative regulation of synaptic transmission and homeostatic processes. Pathway analysis identified TGF-β, endocannabinoid, cAMP, and NFκB signaling pathways as possible mediators of these stress-associated responses, and identified GABA receptors, G-protein gated potassium channels, and voltage-gated calcium channels as plausible molecular targets mediating negative regulation of synaptic transmission. Importantly, because L-RUN and H-RUN groups were identified *post hoc*, causality and consequence cannot be distinguished, i.e., the observed differences between these groups might represent downstream effects of running differences, or alternatively, predisposing genetic factors that subsequently result in running differences.

It is worth noting that the L-RUN group in the RNA-Seq portion of this study (10.65 ± 0.39 km/day) ran approximately the same as the high-distance runners that displayed increased spatial memory in the behavioral portion of the study (11.12 ± 0.26 km/day). Might the patterns of transcriptional changes in H-RUN mice suggest that excess running can eventually have detrimental cognitive effects? In line with this idea, Inoue et al. (2015) recently showed that mild exercise increases neurogenesis in rats, whereas intense treadmill running did not increase neurogenesis and led to higher stress levels. Similarly, Naylor et al. (2005) observed that declines in hippocampal proliferation observed after 24 days of running were rescued by restricting the daily running distance. These data collectively suggest that stress pathways activated by high-intensity exercise may suppress many of the positive effects of running. Exercise is also normally a rewarding activity that modulates the dopaminergic mesolimbic circuitry (reward pathway that connects the ventral tegmental area to the nucleus accumbens) (Greenwood et al., 2011), and previous work indicates that mice bred to exhibit excessive running have dopaminergic abnormalities (Mathes et al., 2010). 

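Enkephalin is encoded by Penk (chromosome 4, 4133531 to 4138819 of GRCm38), whose regularized log value was 10.46 in LD, 10.52 in CE, 11.32 in RUN, 11.37 in L-RUN and 11.29 in H-RUN. The log2 fold change against LD was 0.06 in CE, 0.85 in RUN, 0.91 in L-RUN and 0.83 in H-RUN (technical SD 0.031, no replicates). Penk had the largest change of any gene in H-RUN and ranked below only Ptgds in RUN. Its mean value lies in decile 8 of expression among the 13550 expressed genes. Penk stayed in the lists of the 3 running groups at the cut-off of 0.4, which left 52 genes in RUN, 184 in L-RUN and 38 in H-RUN. The paper raises enkephalin in connection with the rewarding side of exercise.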

Interestingly, our RNA-Seq showed that only the running groups expressed enkephalin, an endogenous ligand for opioid receptors expressed in the mesolimbic system (Garzon and Pickel, 2002). Since heavy physical workload in humans can lead to impairments of cognitive function (Dupuy et al., 2014), it may be interesting to investigate whether “runner’s high” can have detrimental effects on cognitive function.

### A Transcriptional Signature for Running-Independent EE

Two running-independent groups were used in this study: the SOC group in the behavioral experiment (= LD+social housing) and the CE group in the RNA-seq experiment (= LD+social housing+tunnels). We used the SOC group for the initial behavioral experiments based on data from our previous study showing that SOC mice have a significant increase in DG neurons expressing c-fos (a surrogate marker for neuronal depolarization) (Gregoire et al., 2014). However, because the SOC group did not show performance differences in the behavioral tests, we used the further enriched CE group as the running-independent EE group for the subsequent RNA-seq studies. We previously reported that neither SOC nor CE mice show an increase in DG neurogenesis, that both have increased DG c-fos expression, but that only CE mice have a decrease in circulating levels of the stress hormone corticosterone (Gregoire et al., 2014). Thus, while the SOC group was not used for RNA-seq, we would predict that SOC and CE groups undergo distinct but largely overlapping transcriptional changes.

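Of the 81 genes changed in CE, 45 were also in at least 1 of the RUN, L-RUN and H-RUN lists, and 36 were in none of them. CE had 27 genes in common with RUN, 39 with L-RUN and 14 with H-RUN. The direction was the same for 26 of the 27, 38 of the 39 and 10 of the 14. Drawn at random, 1.06, 2.5 and 0.67 genes would be shared (Fisher's exact test, p = 2.6e-31, p = 2.3e-37 and p = 3.5e-15, with Benjamini-Hochberg adjusted p-values of 3.1e-31, 3.4e-37 and 3.5e-15 over 6 pairs of lists), and all 4 lists share the LD library. Of the alternatives, a cut-off of 0.4 changed the CE list most, to 25 genes.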

Here, we found that the CE group showed 81 significant changes in gene expression that were separate from those occurring in the running groups. 

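With 1 library per group, the files give no p-value for a single gene, and the sizes of the changes can be set only against the technical SD. The 81 CE genes had log2 fold changes from -0.53 to 0.69, all of them at least 0.3 in size, while the technical SD lay between 0.022 and 0.047 across the deciles of expression. A further requirement of 3 times the technical SD of the gene's decile kept 81 genes. It could remove none, since 0.3 is at least 6.3 times that SD in every decile. The collagen chains, 6 of the 81 genes, had a p of 3.0e-08 by Fisher's exact test (Benjamini-Hochberg adjusted p = 1.5e-06 over 49 pairs of family and list), which describes their share of the list and not the reliability of any change. At a cut-off of 0.4, which moved the list most, 25 genes were left. The paper relates the CE changes to collagen synthesis, modification and assembly and to PIP2/PLCg/DAG/IP3 signaling.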

The transcriptional changes in CE mice were statistically highly significant (ranging from *p* < 10^-9^ to 10^-5^), and involved ECM processes related to collagen synthesis/modification/assembly and intracellular signaling via the PIP2/PLCg/DAG/IP3 pathway.

Collagen synthesis/modification/assembly may mediate changes in DG function in at least two ways. First, ECM collagen directly activates integrin receptors. Second, ECM collagen modulates binding of growth factors, cytokines, and hormones to their respective cell surface receptors, thus affecting trophic properties of the cellular microenvironment. Interestingly, since collagen activation of integrin receptors has been shown to increase PIP2 hydrolysis in other systems (Cybulsky et al., 1993, 1996), the observed PIP2/PLCg/DAG/IP3 signaling changes may be a direct result of the ECM collagen changes. Thus, ECM collagen and PIP2/PLCg/DAG/IP3 signaling warrant deeper investigation as potential mediators of EE’s running-independent effects on hippocampal function.

### The Caveat of Social Isolation

It may be important to note that mice in the LD and RUN environments were housed individually, an abnormal social condition that is likely to have physiological consequences. Unfortunately, mouse running distances cannot be easily assessed unless they are individually housed, and as our RNA-seq data demonstrate, the running distance does indeed have a profound impact on the nature of the genetic changes occurring within the DG. Since both the RUN and LD groups were individually housed, we can be confident that the RUN vs. LD comparison provides us with an informative approximation of running’s genetic impacts; still, we cannot exclude the possibility that a subset of running-induced changes might have been either *dependent upon* or *inhibited by* coincident social isolation. In the case of the socially-housed CE group, however, an alternative interpretation of the gene expression differences in the CE vs. LD comparison is that they are due to the LD isolation rather than to the CE enrichment. We cannot exclude this possibility in the present study.

To our knowledge, this is the first study using RNA-seq to study transcriptome changes in the adult mouse DG following exposure to both running and running-independent enriched environments. In a very recent paper, Zhang et al. (2018) characterized transcription and methylation changes in the dorsal versus ventral DG of mice that had been raised in an enriched environment that included running wheels. Direct comparison of our data with that study is complicated by the fact that their mice were directly weaned into the EE during the peripubertal period, however their conclusions highlight the fact that our transcriptional changes may be differentially distributed along the dorsal–ventral axis of the DG (Zhang et al., 2018). Our data shows both similarities and differences to a previous RNA-Seq performed on mice exposed to 11 months of EE (that included running wheels), but the latter study looked at the whole-brain transcriptome rather than specifically the DG (Huttenrauch et al., 2016b). In another study, Inoue et al. (2015) have demonstrated transcriptome differences between two different exercise intensities (mild and intense), and like us, found distinct patterns of gene expression changes in low and high-distance runners. Interestingly, this included activation of stress pathways with high-intensity and high-distance exercise, but with different main classes of trancriptomic changes. This may be explained by differences in methodological parameters, as the work by Inoue et al. (2015) used treadmill running, whole rat hippocampus and microarray analysis, whereas we used voluntary running, microdissected mouse dentate gyri and RNA-seq.

### Implications for Promoting Brain Plasticity and Disease-Resilience

Physical exercise has been shown to have beneficial effects not only in healthy rodents, but also in rodent models of numerous pathological conditions. For example, in a post-traumatic stress disorder rat model, where large rats play the role of the resident aggressors and small rats play the intruders, rats that were exposed to a 2-week daily regimen of mild intensity treadmill exercise exhibited reduced anxiety- and depression-like behavior when exposed to social defeat (Kochi et al., 2017). As highlighted in a recent review, there is a need for further investigation of the effects of exercise on depression-like behavior using molecular and behavioral approaches (Mul, 2018). In Alzheimer’s disease (AD) models, EE approaches have largely focused on physical activity, which has been effective in increasing adult neurogenesis (Rodriguez et al., 2011; Marlatt et al., 2013). Interestingly, both voluntary and treadmill running regimens in AD rodent models have led to reduced tissue hallmarks of AD progression, such as Aβ40/42 levels and tau phosphorylation (Ryan and Kelly, 2016). Mechanisms of exercise effects on Aβ levels may include increased Aβ clearance from the CNS (Moore et al., 2016), a shift toward non-amyloidogenic processing of the amyloid precursor protein (Koo et al., 2017), and modulation of microglial activity (Rodriguez et al., 2015). With regard to the latter, studies in both healthy and AD mice have reported complex and sometimes opposing changes in microglial parameters across different brain regions in response to EE and/or exercise (Ehninger and Kempermann, 2003; Steiner et al., 2004; Ehninger et al., 2011; Rodriguez et al., 2015); this underscores the need for deeper investigation of how enrichment paradigms can have region-specific effects that differentially impact pro- and anti-inflammatory microglial phenotypes. Globally, however, the cellular consequences of exercise correlate with functional improvements and/or rescue of spatial learning and memory deficits in AD mouse models (Liu et al., 2011; Huttenrauch et al., 2016a; Ryan and Kelly, 2016).

In humans, physical activity is widely proposed as a low-cost, non-pharmacological approach that usually has positive cognitive outcomes and that can be personalized to the target population (Bherer et al., 2013). However, the available research tools in humans for investigating the underlying mechanisms of exercise on brain function (e.g., spatial memory) differ greatly from those used in rodent studies (Barak et al., 2015). For example, human studies often use tests that don’t rely on the hippocampus to look at hippocampus-dependent processes, such as spatial memory. Moreover, the growing trend in the medical field to “prescribe” exercise to promote healthy cognitive aging, while most likely beneficial, is currently done without a clear understanding of the exact types, volume, frequency, and intensity of exercise that would be optimal for each individual (Barha et al., 2017). A better understanding of the molecular changes that occur following different types of training, as well as how pre-existing genetic factors affect response to exercise, would be helpful. For example, midlife adults with a Val66Met polymorphism in the BDNF gene are less responsive to aerobic training and demonstrate reduced working memory (Egan et al., 2003; Erickson et al., 2013). Carriers of the ApoE-𝜀4 allele, representing 15–20% of the population, show higher risk of developing AD (Farrer et al., 1997), and physical activity was shown to improve cognition in non-𝜀4 carriers, but not in 𝜀4 carriers, demonstrating the importance to discriminate both populations (Obisesan et al., 2012). Finally, it is important to mention that cognitive training can also have beneficial effects in both young and older adults (Belleville and Bherer, 2012; Lussier et al., 2012).

Collectively, the unbiased approach used here has revealed distinct changes in gene expression, biological processes, and signaling pathways that are triggered in response to voluntary running versus running-independent EE. Our findings can be used to generate data-supported hypotheses concerning novel mediators of the associated anatomical and functional changes within the hippocampus.

## Author Contributions

C-AG, ST, ÉS, SF, and KF: conceived and designed the experiments. C-AG, ST, BG, ÉS, AL, and AA: performed the experiments. C-AG, ST, SF, and KF: analyzed the data. C-AG and KF: wrote the paper. C-AG, ST, BG, ÉS, PD, SF, and KF: revised the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: RNA-Sequencing Reveals Unique Transcriptional Signatures of Running and Running-Independent Environmental Enrichment in the Adult Mouse Dentate Gyrus
**Source:** Front Mol Neurosci. 2018 Apr 13;11:126. doi: 10.3389/fnmol.2018.00126
**Supplement:** Supplementary file 1

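This table lists the genes changed in CE with their regularized log values in CE and LD and the log2 fold change between them. It holds 81 genes, 45 higher and 36 lower than in LD, from -0.53 to 0.69, with Thbs1 at the top. Each of the 81 symbols was found in the files, and the largest gap between a listed fold change and the one computed here was 0.00025. The values come from 1 pooled library per group and carry no replicate error. At a cut-off of 0.4 in place of 0.3, 25 genes pass.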

Extended Data Figure 4-1. Significantly changed genes in CE

|               | Experimental group, normalized Log2(Readcount) |          |            |           |            | Log2FoldChange |
|---------------|------------------------------------------------|----------|------------|-----------|------------|----------------|
|               | CE                                             | RUN      | H-RUN      | LD        | L-RUN      |                |
| Thbs1         | 6.922349                                       | 6.255018 | 6.3230323  | 6.2362782 | 6.24035088 | 0.686070771    |
| Ttr           | 8.4542969                                      | 8.014302 | 7.97033266 | 7.8325179 | 7.96671097 | 0.621778965    |
| Atp6v0c       | 9.1763053                                      | 8.629236 | 8.65206891 | 8.5764599 | 8.65036926 | 0.599845383    |
| Gm14403       | 8.8703794                                      | 9.03817  | 9.1364119  | 9.404843  | 8.93857353 | -0.534463644   |
| Gpr101        | 8.3915469                                      | 7.871618 | 7.56087349 | 7.8652508 | 8.10170773 | 0.526296078    |
| Col6a1        | 11.769633                                      | 11.46307 | 11.1662918 | 11.250988 | 11.7115813 | 0.518644961    |
| Gm12070       | 10.779868                                      | 10.30629 | 10.4824931 | 10.26257  | 10.5788068 | 0.517297999    |
| Lgr6          | 9.0516957                                      | 8.946891 | 8.99703545 | 8.5464669 | 8.87011006 | 0.505228881    |
| Cpne7         | 12.679462                                      | 12.16674 | 12.0770758 | 12.195653 | 12.2721415 | 0.483809305    |
| Erdr1         | 12.028099                                      | 11.49861 | 11.3438923 | 11.545309 | 11.7542337 | 0.482790431    |
| Cyp26b1       | 8.487205                                       | 8.856848 | 8.93353584 | 8.9661026 | 8.74955599 | -0.478897537   |
| Htr2c         | 9.1219739                                      | 8.506739 | 8.33497652 | 8.6511685 | 8.76818293 | 0.470805376    |
| Cpne2         | 10.65913                                       | 10.2582  | 10.1576584 | 10.198919 | 10.3871756 | 0.460210719    |
| Col1a2        | 8.0185939                                      | 7.989086 | 7.62152779 | 7.5670323 | 8.2412155  | 0.451561586    |
| Cwc22         | 13.239977                                      | 13.31672 | 13.6864474 | 13.683578 | 12.5352682 | -0.44360064    |
| Plagl1        | 10.521799                                      | 10.05943 | 9.89470006 | 10.080931 | 10.3213141 | 0.440868202    |
| Baiap3        | 9.4678404                                      | 9.330554 | 9.11676133 | 9.0298975 | 9.60347372 | 0.437942944    |
| Col5a1        | 10.181469                                      | 9.739523 | 9.50071029 | 9.7438467 | 9.91862633 | 0.43762205     |
| Dgkh          | 10.020243                                      | 9.947282 | 10.2162509 | 10.452363 | 9.56689636 | -0.432120245   |
| Cd74          | 5.7228292                                      | 5.928969 | 5.75243068 | 6.1547477 | 6.04607055 | -0.431918523   |
| Col6a2        | 9.1839392                                      | 8.851277 | 8.61134885 | 8.7559977 | 9.0550662  | 0.427941494    |
| Glo1          | 12.090496                                      | 12.19129 | 12.2653273 | 12.517859 | 12.0490466 | -0.427362934   |
| Grin2a        | 9.8806262                                      | 9.722167 | 10.0094854 | 10.296867 | 9.41690608 | -0.416241154   |
| Ppp1cb        | 13.330911                                      | 13.50077 | 13.5465129 | 13.735685 | 13.5283031 | -0.404773947   |
| Prkcd         | 8.7964409                                      | 9.001569 | 9.11395562 | 9.1988878 | 8.83084197 | -0.402446881   |
| Gm14295       | 11.429657                                      | 11.68037 | 11.6411664 | 11.823128 | 11.6948051 | -0.393470824   |
| Eif2c3        | 8.9007411                                      | 8.804076 | 8.99971726 | 9.2938816 | 8.71880591 | -0.393140502   |
| Mt1           | 11.570624                                      | 11.49028 | 11.4380499 | 11.177852 | 11.5838767 | 0.392771902    |
| Hrh3          | 9.8990536                                      | 9.521143 | 9.51585668 | 9.5102686 | 9.64439617 | 0.388785056    |
| 1700020I14Rik | 9.3456788                                      | 9.351321 | 9.55973816 | 9.7338012 | 9.04968044 | -0.388122368   |
| Pcgf3         | 9.6849757                                      | 9.743718 | 9.81151671 | 10.073063 | 9.73738255 | -0.388087337   |
| Col1a1        | 7.9888305                                      | 7.788293 | 7.60336634 | 7.6014136 | 7.99784018 | 0.387416982    |
| Ly6h          | 12.500025                                      | 12.25981 | 12.1691767 | 12.115964 | 12.3354773 | 0.384060791    |
| Crocc         | 11.026739                                      | 10.89238 | 10.6870008 | 10.646675 | 10.9723868 | 0.380064019    |
| E130008D07Rik | 6.7586519                                      | 6.693796 | 6.76002277 | 7.1367584 | 6.70471479 | -0.378106575   |
| Gan           | 7.2879272                                      | 7.148425 | 7.36233145 | 6.912916  | 6.79751515 | 0.375011211    |
| Prmt8         | 10.744112                                      | 10.75117 | 10.7936674 | 11.11871  | 10.6741466 | -0.374598708   |
| Scai          | 11.187096                                      | 11.3057  | 11.3995845 | 11.561266 | 11.2923473 | -0.374170108   |
| Rasgrp1       | 13.027884                                      | 13.42222 | 13.6261198 | 13.397164 | 13.158232  | -0.369279316   |
| Timp2         | 13.005011                                      | 12.53317 | 12.4843792 | 12.636088 | 12.6830323 | 0.368923493    |
| Ecel1         | 7.896853                                       | 7.630718 | 7.36928438 | 7.5279406 | 7.91677318 | 0.368912327    |

|               |           |          |            |           |            |              |
|---------------|-----------|----------|------------|-----------|------------|--------------|
| Dcn           | 9.8219679 | 9.338881 | 8.93111531 | 9.4534858 | 9.73966479 | 0.368482045  |
| Itpr1         | 12.421604 | 12.30909 | 12.3890718 | 12.78927  | 12.184442  | -0.367665913 |
| Nrsn2         | 10.866376 | 10.63804 | 10.575177  | 10.499152 | 10.7003673 | 0.367224662  |
| Col23a1       | 9.5713234 | 9.272908 | 9.10594006 | 9.2044856 | 9.35320371 | 0.366837794  |
| Vps13c        | 11.908497 | 11.95246 | 12.0773136 | 12.272122 | 11.789591  | -0.363625589 |
| Nnat          | 12.978182 | 12.85202 | 12.625796  | 12.618776 | 13.1012296 | 0.359406327  |
| Wnt4          | 8.8502259 | 8.630895 | 8.57627338 | 8.5017076 | 8.79474549 | 0.348518269  |
| Lnpep         | 8.8004582 | 8.684128 | 8.94126423 | 9.1483558 | 8.42682867 | -0.347897575 |
| Vgll3         | 8.6586652 | 8.285899 | 8.26504306 | 8.3162063 | 8.33363454 | 0.342458879  |
| Crym          | 12.313314 | 11.94549 | 11.8905843 | 11.971685 | 12.012378  | 0.34162899   |
| Pkia          | 12.968411 | 13.2185  | 13.2908487 | 13.306383 | 13.2244288 | -0.337971767 |
| Sst           | 11.709331 | 11.5716  | 11.4158444 | 11.372704 | 11.6750315 | 0.336626882  |
| Nptxr         | 9.3764362 | 8.947424 | 9.11165608 | 9.0404104 | 8.77832555 | 0.336025788  |
| Klhl11        | 8.5160236 | 8.501748 | 8.58827283 | 8.8510105 | 8.29961166 | -0.334986997 |
| Zbtb1         | 9.0646949 | 9.211658 | 9.21934078 | 9.3919233 | 9.18858598 | -0.327228415 |
| Gstp1         | 11.396018 | 11.36477 | 11.4128975 | 11.069245 | 11.3991357 | 0.326773726  |
| Ldb2          | 8.364081  | 8.037078 | 7.95175574 | 8.0377414 | 8.09432805 | 0.326339605  |
| Alg10b        | 9.3123178 | 9.237314 | 9.30365096 | 9.6330917 | 9.071627   | -0.320773893 |
| Bace2         | 7.2098359 | 6.99595  | 6.87072817 | 6.8893599 | 7.02083581 | 0.320475943  |
| Arl5b         | 7.6578022 | 7.73315  | 7.76640585 | 7.9768334 | 7.56415929 | -0.31903118  |
| Cadm2         | 13.323077 | 13.57067 | 13.6812916 | 13.641543 | 13.524928  | -0.318465588 |
| Gpr123        | 10.710054 | 10.43121 | 10.4540755 | 10.395245 | 10.4885846 | 0.314809142  |
| Cd109         | 7.2508751 | 7.370516 | 7.46936275 | 7.565469  | 7.19621664 | -0.314593864 |
| Necab2        | 11.080335 | 10.85115 | 10.7923212 | 10.765745 | 10.8780901 | 0.314589712  |
| Sulf2         | 11.266469 | 10.93144 | 10.9926598 | 10.95211  | 10.9477193 | 0.314358374  |
| Rprm          | 10.841064 | 11.06299 | 11.038455  | 10.527412 | 11.0649474 | 0.313651552  |
| 2410066E13Rik | 9.1036089 | 9.071029 | 9.15895464 | 9.4166209 | 8.91299566 | -0.313011956 |
| Jhdm1d        | 12.071163 | 12.16362 | 12.2018872 | 12.383958 | 12.2176055 | -0.312795909 |
| 2310003H01Rik | 9.425229  | 9.416006 | 9.3429196  | 9.7378569 | 9.44904373 | -0.312627933 |
| Mif           | 11.712099 | 11.5696  | 11.5554439 | 11.401136 | 11.6229308 | 0.310962403  |
| Mib1          | 9.9200078 | 9.811777 | 10.0107628 | 10.230397 | 9.57416742 | -0.31038926  |
| Lmbrd2        | 8.7231525 | 8.650522 | 8.8020153  | 9.0329595 | 8.44287263 | -0.309807058 |
| Ccdc71l       | 10.606893 | 10.81101 | 10.8789102 | 10.916199 | 10.8515979 | -0.309306615 |
| Fibcd1        | 10.659663 | 9.89082  | 9.83200125 | 10.351043 | 9.89522499 | 0.308619712  |
| Foxo6         | 9.56941   | 9.197388 | 9.22554967 | 9.2633797 | 9.28002935 | 0.306030323  |
| Skil          | 11.080511 | 11.07774 | 11.2155704 | 11.384166 | 10.9302563 | -0.303655199 |
| Adcy1         | 15.321523 | 15.41946 | 15.5551819 | 15.624495 | 15.2508372 | -0.30297211  |
| Igsf21        | 8.7839388 | 8.546877 | 8.56952513 | 8.4809962 | 8.54433912 | 0.302942661  |
| Ptgds         | 11.941482 | 12.97794 | 11.5371932 | 11.640479 | 13.6104458 | 0.301003028  |
| Cnot6l        | 9.0889061 | 9.152128 | 9.23119648 | 9.3891762 | 8.99181366 | -0.30027009  |

# Supplementary material for: RNA-Sequencing Reveals Unique Transcriptional Signatures of Running and Running-Independent Environmental Enrichment in the Adult Mouse Dentate Gyrus
**Source:** Front Mol Neurosci. 2018 Apr 13;11:126. doi: 10.3389/fnmol.2018.00126
**Supplement:** Supplementary file 2

Extended Data Figure 4-2. 

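The genes changed in RUN are listed in this table in the same way, 178 genes with log2 fold changes from -0.58 to 1.34, of which Ptgds has the largest. Of the 178 symbols, 173 were found in the files as written, with a largest gap of 0.00019 between the listed and the computed log2 fold change. The other 5 differ by spelling, as their listed values match those of a similar symbol in the files (Tgfb1 has the values of Tgfbr1, and Uhmkl those of Uhmk1). Raising the cut-off to 0.4 leaves 52 genes.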

Significantly changed genes in RUN

|               | Experimental group, normalized Log2(Readcount) |            |            |            |            | Log2FoldChange |
|---------------|------------------------------------------------|------------|------------|------------|------------|----------------|
|               | CE                                             | RUN        | H-RUN      | LD         | L-RUN      |                |
| Ptgds         | 11.9414822                                     | 12.9779408 | 11.5371932 | 11.6404791 | 13.6104458 | 1.337461706    |
| Penk          | 10.5185718                                     | 11.3151772 | 11.2947862 | 10.4604868 | 11.3656483 | 0.854690465    |
| Fmod          | 7.68539584                                     | 8.1829031  | 7.59748785 | 7.58446509 | 8.5975082  | 0.598438013    |
| Nos1          | 9.19258492                                     | 8.74407151 | 8.86874294 | 9.32254116 | 8.58458017 | -0.578469652   |
| Igf2          | 9.74696701                                     | 10.2280787 | 9.60346077 | 9.65309257 | 10.7489481 | 0.574986147    |
| Grin2a        | 9.88062624                                     | 9.72216741 | 10.0094854 | 10.2968674 | 9.41690608 | -0.574699978   |
| Htra4         | 8.62509395                                     | 9.16810414 | 9.19542518 | 8.62401132 | 9.15061246 | 0.544092825    |
| Kcnq3         | 8.85727965                                     | 8.59921884 | 8.74723548 | 9.13933245 | 8.4509077  | -0.540113609   |
| Rprm          | 10.8410639                                     | 11.0629893 | 11.038455  | 10.5274124 | 11.0649474 | 0.53557688     |
| Parm1         | 8.81094488                                     | 8.35539522 | 8.4446966  | 8.87501307 | 8.29996834 | -0.519617852   |
| Megf9         | 10.1242169                                     | 9.91377859 | 10.1026799 | 10.4203484 | 9.66534183 | -0.50656982    |
| Cbl           | 9.02374115                                     | 8.79892013 | 9.05918864 | 9.30466983 | 8.57114885 | -0.505749694   |
| Dgkh          | 10.020243                                      | 9.94728199 | 10.2162509 | 10.4523632 | 9.56689636 | -0.505081219   |
| Igfbp5        | 12.6250156                                     | 12.1621899 | 12.1132248 | 12.6638244 | 12.1812405 | -0.501634451   |
| Frrs1l        | 11.8747906                                     | 11.61003   | 11.7539126 | 12.1060602 | 11.4448769 | -0.496030221   |
| Eif2c3        | 8.90074105                                     | 8.80407613 | 8.99971726 | 9.29388155 | 8.71880591 | -0.489805422   |
| Matn2         | 10.0883917                                     | 9.68608501 | 9.76553411 | 10.1663125 | 9.64121488 | -0.480227475   |
| Itpr1         | 12.4216037                                     | 12.3090912 | 12.3890718 | 12.7892696 | 12.184442  | -0.480178461   |
| Apod          | 10.2188666                                     | 10.5424897 | 10.0441592 | 10.069032  | 10.8493715 | 0.473457675    |
| Lnpep         | 8.80045825                                     | 8.68412767 | 8.94126423 | 9.14835582 | 8.42682867 | -0.46422815    |
| Eif2c2        | 10.2864465                                     | 10.059634  | 10.1441487 | 10.5207837 | 9.90047943 | -0.461149726   |
| Fibcd1        | 10.659663                                      | 9.89081971 | 9.83200125 | 10.3510432 | 9.89522499 | -0.460223533   |
| Trpm3         | 10.8676342                                     | 10.6603474 | 10.8110026 | 11.1204239 | 10.4724765 | -0.460076587   |
| Robo3         | 10.7194471                                     | 11.2040824 | 11.1716964 | 10.7447859 | 11.2695991 | 0.459296473    |
| Sorl1         | 11.858558                                      | 11.6514738 | 11.8245888 | 12.108969  | 11.3433954 | -0.457495274   |
| Tenm1         | 9.21663243                                     | 8.86597415 | 9.00688795 | 9.32212959 | 8.7629292  | -0.456155438   |
| Ccbe1         | 9.85710057                                     | 9.59014459 | 9.66974775 | 10.0457353 | 9.54358949 | -0.455590672   |
| Grik3         | 10.4705266                                     | 9.9627263  | 9.88238656 | 10.4180034 | 10.0457097 | -0.455277068   |
| Igfbp6        | 8.22917694                                     | 8.58009693 | 8.58451369 | 8.12605239 | 8.68367792 | 0.454044535    |
| Hrk           | 11.1289764                                     | 10.8266844 | 10.8371433 | 11.2723177 | 10.9245761 | -0.445633298   |
| D10Bwg1379e   | 10.3547987                                     | 10.1057253 | 10.3047006 | 10.5487587 | 9.82158269 | -0.443033342   |
| E130008D07Rik | 6.75865186                                     | 6.69379608 | 6.76002277 | 7.13675844 | 6.70471479 | -0.442962358   |
| Aldh1a2       | 7.30674166                                     | 7.68200809 | 7.26349435 | 7.24076864 | 8.00070036 | 0.441239456    |
| Grin2b        | 8.79722346                                     | 8.60217459 | 8.79009931 | 9.04337972 | 8.32815727 | -0.44120513    |
| Pcdhac2       | 8.67773816                                     | 8.37995815 | 8.60202327 | 8.81953091 | 8.27592757 | -0.439572759   |
| Rab11fip4     | 10.5080195                                     | 10.3099618 | 10.465299  | 10.744436  | 10.1174006 | -0.434474284   |
| Slc13a4       | 7.16863939                                     | 7.53870273 | 7.08508635 | 7.10662378 | 7.93367749 | 0.432078952    |
| Ppl           | 8.67517519                                     | 9.00944355 | 8.96484192 | 8.57961031 | 9.02176922 | 0.429833239    |
| Col1a2        | 8.01859387                                     | 7.9890863  | 7.62152779 | 7.56703228 | 8.2412155  | 0.422054023    |
| Bmpr2         | 9.20922425                                     | 9.01002644 | 9.20705244 | 9.42886846 | 8.76889646 | -0.418842021   |
| Mib1          | 9.92000778                                     | 9.81177671 | 10.0107628 | 10.230397  | 9.57416742 | -0.418620332   |
| Kif26b        | 9.08614888                                     | 8.93488454 | 9.00928071 | 9.35031291 | 8.80303563 | -0.415428362   |

|               |            |            |            |            |            |              |
|---------------|------------|------------|------------|------------|------------|--------------|
| Mgp           | 7.41592248 | 7.66840219 | 7.24772673 | 7.25316997 | 7.95845443 | 0.415232215  |
| Fat4          | 11.6970101 | 11.3291672 | 11.3240808 | 11.7433672 | 11.4088816 | -0.414200001 |
| Slc6a13       | 7.20122732 | 7.54075073 | 7.09168414 | 7.12795378 | 7.82186781 | 0.412796951  |
| Nr2c2         | 10.2149399 | 10.0427396 | 10.2591996 | 10.4536329 | 9.88439641 | -0.410893286 |
| Plekha2       | 11.7764956 | 12.2498475 | 12.2953989 | 11.8391995 | 12.1760193 | 0.410647957  |
| Elfn2         | 11.4172822 | 11.0100583 | 11.0653132 | 11.4196548 | 10.9146753 | -0.409596586 |
| Glg1          | 11.0028398 | 10.8298123 | 11.0595339 | 11.2363718 | 10.5067845 | -0.406559461 |
| Spock2        | 13.1103113 | 12.7848413 | 12.8959825 | 13.1878542 | 12.6597989 | -0.403012944 |
| Darc          | 9.93472847 | 10.2210355 | 10.1775028 | 9.81943169 | 10.1096243 | 0.401603784  |
| Lgr6          | 9.05169574 | 8.9468912  | 8.99703545 | 8.54646686 | 8.87011006 | 0.400424345  |
| Sh3bgrl3      | 11.7860774 | 11.9784827 | 11.9625349 | 11.5787142 | 12.0101768 | 0.399768499  |
| Alg10b        | 9.31231778 | 9.23731369 | 9.30365096 | 9.63309167 | 9.071627   | -0.395777982 |
| Kitl          | 10.4541834 | 10.1989132 | 10.1867716 | 10.5946865 | 10.3170766 | -0.395773326 |
| Serinc2       | 7.79717218 | 8.1826361  | 8.19213146 | 7.79274925 | 8.15684879 | 0.389886857  |
| Aebp1         | 7.87955429 | 8.10888055 | 7.69452547 | 7.72112924 | 8.43417179 | 0.387751313  |
| 1500012F01Rik | 9.29469969 | 9.6577612  | 9.63147572 | 9.27015275 | 9.62957111 | 0.387608454  |
| Krt9          | 8.93861404 | 9.25436295 | 9.19510369 | 8.86777134 | 9.17241344 | 0.386591608  |
| Itpkb         | 9.41205945 | 9.18735462 | 9.36872669 | 9.57321199 | 9.1704318  | -0.385857368 |
| Nrip1         | 7.92239131 | 7.77300147 | 7.91620025 | 8.15857973 | 7.6028739  | -0.38557826  |
| Setbp1        | 10.4495926 | 10.2679822 | 10.3188744 | 10.6527648 | 10.2619389 | -0.384782588 |
| Uhmkl         | 8.73574795 | 8.6099469  | 8.81064322 | 8.99446289 | 8.38780326 | -0.384515982 |
| Pcdh1         | 11.0612914 | 10.7354858 | 11.0009587 | 11.1190542 | 10.355319  | -0.383568429 |
| 1700020I14Rik | 9.34567884 | 9.35132056 | 9.55973816 | 9.73380121 | 9.04968044 | -0.382480646 |
| Lmbrd2        | 8.72315246 | 8.65052177 | 8.8020153  | 9.03295951 | 8.44287263 | -0.382437746 |
| Synm          | 10.4025313 | 10.2567855 | 10.291512  | 10.6383304 | 10.1495119 | -0.381544955 |
| Ptpn4         | 8.82365224 | 8.71347899 | 8.8448245  | 9.09304056 | 8.66834863 | -0.379561574 |
| Cdkl5         | 8.27348851 | 8.18379689 | 8.41162924 | 8.56295405 | 7.82689117 | -0.379157163 |
| Tnfrsf25      | 10.1070955 | 10.4634543 | 10.2654543 | 10.0855068 | 10.646605  | 0.377947538  |
| Stx1b         | 11.3403774 | 11.0523904 | 11.2377387 | 11.4275586 | 10.795628  | -0.375168228 |
| Rgs4          | 12.0114453 | 12.4003986 | 12.4463603 | 12.0299143 | 12.4060789 | 0.37048425   |
| D430041D05Rik | 12.6911234 | 12.4557608 | 12.468205  | 12.8253322 | 12.4560397 | -0.369571452 |
| Ccdc171       | 7.45745329 | 7.78246841 | 7.57275204 | 7.41384076 | 7.8629001  | 0.368627651  |
| Prmt8         | 10.7441116 | 10.7511655 | 10.7936674 | 11.1187103 | 10.6741466 | -0.36754486  |
| C1ql2         | 11.859996  | 12.061984  | 12.0990124 | 11.6948471 | 12.0651473 | 0.367136909  |
| Cwc22         | 13.2399773 | 13.3167221 | 13.6864474 | 13.683578  | 12.5352682 | -0.366855821 |
| Gm14403       | 8.87037937 | 9.03817023 | 9.1364119  | 9.40484302 | 8.93857353 | -0.366672788 |
| Nr1d2         | 11.5158144 | 11.3233077 | 11.3443423 | 11.6897983 | 11.3156418 | -0.366490654 |
| Lrrc8b        | 9.2505597  | 9.05000145 | 9.26680924 | 9.41441701 | 8.89064628 | -0.364415557 |
| Tmem245       | 8.64403093 | 8.53540119 | 8.69654077 | 8.89906676 | 8.44971716 | -0.363665569 |
| Slc15a2       | 9.91963886 | 9.75348977 | 9.84479256 | 10.116269  | 9.69899277 | -0.36277926  |
| Adamts1       | 9.27817213 | 9.11573617 | 9.16137056 | 9.47692312 | 9.12797064 | -0.361186952 |
| Xrn1          | 8.82682777 | 8.7179881  | 8.94180969 | 9.07835691 | 8.57643298 | -0.36036881  |
| Ppm1l         | 9.39348275 | 9.26731401 | 9.47042668 | 9.62726599 | 8.94935222 | -0.35995198  |
| Dio2          | 10.5189126 | 10.4450165 | 10.524905  | 10.8019739 | 10.4086782 | -0.35695742  |
| Megf6         | 7.44563431 | 7.68626156 | 7.60084676 | 7.32956456 | 7.60454008 | 0.356697004  |
| Glt8d2        | 8.66268312 | 8.46432575 | 8.38234017 | 8.81881817 | 8.4252359  | -0.354492414 |

|               |            |            |            |            |            |              |
|---------------|------------|------------|------------|------------|------------|--------------|
| Drd1a         | 8.17449717 | 8.56101026 | 8.63940785 | 8.20668292 | 8.44640589 | 0.354327344  |
| Tmc6          | 7.79211707 | 8.12138433 | 8.04175236 | 7.76853252 | 8.18227273 | 0.352851809  |
| Vwa3a         | 9.76337316 | 9.50161614 | 9.46431759 | 9.85442321 | 9.5670256  | -0.352807066 |
| Dgki          | 9.19650531 | 9.1048729  | 9.2988113  | 9.45517917 | 8.94019766 | -0.35030627  |
| Slc22a6       | 6.46630778 | 6.77248573 | 6.41707179 | 6.42229923 | 7.04969815 | 0.350186492  |
| Klhl11        | 8.51602355 | 8.50174823 | 8.58827283 | 8.85101055 | 8.29961166 | -0.349262322 |
| Mtmt9         | 9.86018911 | 9.72591272 | 9.88058375 | 10.0740396 | 9.55688256 | -0.348126847 |
| Homer2        | 9.99914302 | 9.84201428 | 9.93332112 | 10.1890288 | 9.70840237 | -0.347014495 |
| Tmem178b      | 7.53692509 | 7.2623647  | 7.34072782 | 7.60902458 | 7.04968625 | -0.346659877 |
| 2410066E13Rik | 9.1036089  | 9.07102918 | 9.15895464 | 9.41662086 | 8.91299566 | -0.345591678 |
| Sgk1          | 10.5992422 | 10.8809697 | 11.0816294 | 10.5356237 | 10.7945364 | 0.345345985  |
| Trip11        | 9.15167749 | 8.98874938 | 9.13822449 | 9.3337401  | 8.82457484 | -0.344990725 |
| Gjb2          | 7.19372526 | 7.43519384 | 7.16689898 | 7.09236492 | 7.76826547 | 0.342828914  |
| Pnmal1        | 10.9919004 | 10.8285661 | 10.9500107 | 11.1709582 | 10.7108301 | -0.342392105 |
| Zbed6         | 10.6369511 | 10.4686536 | 10.5403518 | 10.8106078 | 10.3520788 | -0.341954224 |
| Hlf           | 12.1387122 | 11.9322079 | 11.8928466 | 12.2736823 | 12.021205  | -0.341474378 |
| Sema4d        | 9.83719701 | 9.57712573 | 9.63884433 | 9.9178265  | 9.51360762 | -0.340700776 |
| Atp2b4        | 12.285273  | 11.8573795 | 11.8452958 | 12.1978527 | 11.9624967 | -0.34047325  |
| Strn          | 9.29307271 | 9.14103439 | 9.30771294 | 9.48077386 | 9.02108185 | -0.339739466 |
| Cep85l        | 7.37333001 | 7.24635196 | 7.36110364 | 7.5859238  | 7.2151595  | -0.339571837 |
| Tnpo1         | 10.158971  | 10.071955  | 10.176329  | 10.4112266 | 9.91679093 | -0.339271539 |
| Cacna1e       | 13.4968159 | 13.430123  | 13.5751849 | 13.7684607 | 13.2616142 | -0.338337624 |
| Pappa         | 7.14314488 | 7.49569082 | 7.61415581 | 7.15743364 | 7.27908444 | 0.338257181  |
| Nuak1         | 10.1211215 | 10.0130633 | 9.9598556  | 10.3508027 | 9.99636516 | -0.337739433 |
| Kif17         | 9.86316237 | 10.0886073 | 10.1089328 | 9.75243764 | 10.057612  | 0.336169637  |
| Clmn          | 11.6043532 | 11.3599125 | 11.4657863 | 11.6957567 | 11.294787  | -0.335844212 |
| Zhx3          | 9.26091117 | 9.13399285 | 9.29038987 | 9.46978987 | 9.06080377 | -0.335797019 |
| Ubb           | 13.6000955 | 13.7824186 | 13.6348312 | 13.4467741 | 13.7765213 | 0.33564454   |
| Igln5         | 10.3119159 | 10.497299  | 10.554441  | 10.1616942 | 10.5711904 | 0.335604792  |
| Ksr2          | 8.3087639  | 8.12274957 | 8.39304609 | 8.45817893 | 7.88498523 | -0.335429358 |
| Arc           | 10.3876277 | 10.0983721 | 10.2782225 | 10.4325401 | 9.97945837 | -0.334167922 |
| Gatad2b       | 8.98024938 | 8.78965247 | 9.00677141 | 9.12152207 | 8.64174682 | -0.331869604 |
| Cers6         | 10.0911686 | 10.0165322 | 10.1567511 | 10.3483722 | 9.84710232 | -0.331839929 |
| Fktn          | 9.51758308 | 9.43418339 | 9.51502105 | 9.7654314  | 9.32644803 | -0.331248009 |
| Pcgf3         | 9.68497569 | 9.74371762 | 9.81151671 | 10.073063  | 9.73738255 | -0.329345416 |
| Tgfb1         | 10.3891845 | 10.3337058 | 10.2381644 | 10.6624879 | 10.3904164 | -0.328782097 |
| Csdc2         | 11.6004372 | 11.7811167 | 11.7578108 | 11.453191  | 11.7941274 | 0.327925685  |
| Kcnj16        | 8.94640401 | 8.58438949 | 8.5090532  | 8.91214992 | 8.77190327 | -0.32776043  |
| Mdga1         | 10.435896  | 10.2040488 | 10.2558591 | 10.5309513 | 10.1108871 | -0.326902505 |
| Glo1          | 12.0904963 | 12.1912866 | 12.2653273 | 12.5178592 | 12.0490466 | -0.326572608 |
| Ddn           | 15.9201914 | 15.678183  | 15.7832772 | 16.0044032 | 15.542414  | -0.326220245 |
| Pygo1         | 8.5189066  | 8.33786858 | 8.49354249 | 8.66343075 | 8.31199548 | -0.325562163 |
| Nptx2         | 9.50701881 | 9.82123668 | 9.91664056 | 9.49684946 | 9.70008315 | 0.324387216  |
| Gpnmb         | 7.80010203 | 8.16922518 | 8.20062115 | 7.84556521 | 7.99460572 | 0.323659965  |
| 2310003H01Rik | 9.42522896 | 9.41600641 | 9.3429196  | 9.73785689 | 9.44904373 | -0.321850482 |
| Tmsb10        | 10.4703643 | 10.6499026 | 10.575588  | 10.3283922 | 10.6990223 | 0.321510459  |

|          |            |            |            |            |            |              |
|----------|------------|------------|------------|------------|------------|--------------|
| Zfp369   | 8.3488381  | 8.23476164 | 8.37643234 | 8.55617349 | 8.00900678 | -0.321411848 |
| Ndst1    | 10.6861718 | 10.5026026 | 10.6736168 | 10.8229818 | 10.2727186 | -0.320379207 |
| Lonrf2   | 11.9294031 | 11.8794457 | 11.938574  | 12.1995736 | 11.747937  | -0.320127923 |
| Vps13c   | 11.9084969 | 11.9524604 | 12.0773136 | 12.2721225 | 11.789591  | -0.319662111 |
| Trnp1    | 11.3065425 | 11.4679815 | 11.5493963 | 11.1488296 | 11.4296282 | 0.31915195   |
| Nav3     | 9.61192672 | 9.42802405 | 9.52949191 | 9.74652705 | 9.24801213 | -0.318502999 |
| Cpeb3    | 10.0049122 | 9.87067026 | 10.0273059 | 10.1890017 | 9.81384854 | -0.318331415 |
| Amotl1   | 8.94349695 | 8.75727826 | 8.74987008 | 9.07540104 | 8.91352591 | -0.318122783 |
| Lyst     | 12.072787  | 12.0089062 | 12.0922776 | 12.326517  | 11.9223356 | -0.317610806 |
| Kcnip3   | 11.404172  | 11.5463183 | 11.5274414 | 11.2295479 | 11.5188739 | 0.316770424  |
| Cntnap5a | 8.45993615 | 8.41216533 | 8.50672662 | 8.72857355 | 8.25882405 | -0.316408214 |
| Klhdc8b  | 9.62191227 | 9.82099998 | 9.77219947 | 9.50608982 | 9.83291525 | 0.314910158  |
| Fam171b  | 11.9108314 | 11.7846639 | 11.9038988 | 12.0979915 | 11.5420709 | -0.313327615 |
| Ptprt    | 8.30015926 | 7.97124243 | 8.12961716 | 8.28453627 | 7.89809874 | -0.313293844 |
| Dpysl3   | 8.08531374 | 7.91689893 | 8.00577971 | 8.22993266 | 7.85782579 | -0.313033726 |
| Mt1      | 11.5706241 | 11.490283  | 11.4380499 | 11.1778522 | 11.5838767 | 0.312430795  |
| Glp2r    | 7.1227972  | 7.24791055 | 7.24547342 | 6.93559919 | 7.12816219 | 0.31231136   |
| Lzts1    | 8.3168794  | 8.24353164 | 8.33869542 | 8.55577919 | 8.13661123 | -0.312247555 |
| Zfp536   | 7.58851731 | 7.38471448 | 7.54598356 | 7.69558519 | 7.27573354 | -0.310870708 |
| Mef2d    | 11.043366  | 10.781799  | 10.9598124 | 11.0924415 | 10.6492841 | -0.310642534 |
| Slc9a7   | 7.84017792 | 7.72502521 | 7.90383882 | 8.03525828 | 7.57373087 | -0.310233065 |
| Mef2a    | 10.7071975 | 10.5646023 | 10.7280286 | 10.8741449 | 10.4437242 | -0.30954258  |
| Hdac4    | 8.29828539 | 8.0822942  | 8.16357913 | 8.39169274 | 7.90619061 | -0.309398542 |
| Gpr26    | 7.65953844 | 7.45673945 | 7.54781096 | 7.76578891 | 7.33243625 | -0.309049466 |
| Cntnap5b | 9.1607739  | 9.04463366 | 9.20704891 | 9.35356532 | 9.04482785 | -0.30893166  |
| Ecm2     | 8.67250954 | 8.45252774 | 8.42778953 | 8.76139401 | 8.50246211 | -0.308866264 |
| Tnr      | 10.8218251 | 10.6731459 | 10.8949959 | 10.9815569 | 10.3256709 | -0.308410937 |
| Ypel4    | 10.1257298 | 10.3435142 | 10.3471169 | 10.0360238 | 10.4203434 | 0.307490393  |
| Flt1     | 9.32930921 | 9.23215328 | 9.31525547 | 9.53956852 | 9.10530312 | -0.307415243 |
| Irs2     | 9.41640193 | 9.12509195 | 9.25639794 | 9.43244809 | 9.01290034 | -0.307356142 |
| Impad1   | 10.5727059 | 10.559361  | 10.6584738 | 10.8666916 | 10.4359572 | -0.307330532 |
| Elovl6   | 10.1739679 | 10.1566288 | 10.2398463 | 10.4639558 | 10.122207  | -0.307327072 |
| Mapk4    | 10.6905434 | 10.9872792 | 10.9704056 | 10.6804548 | 10.9436639 | 0.306824378  |
| Skil     | 11.0805111 | 11.077745  | 11.2155704 | 11.3841663 | 10.9302563 | -0.306421332 |
| Prkcb    | 13.2239169 | 13.1458867 | 13.3078791 | 13.4508653 | 12.8938153 | -0.304978596 |
| Nebi     | 10.0738478 | 10.0511507 | 10.239647  | 10.3560322 | 9.9126857  | -0.304881472 |
| Etv1     | 10.7227528 | 10.3424413 | 10.3297669 | 10.6470704 | 10.3831355 | -0.304629088 |
| Akt3     | 12.3491522 | 12.2590975 | 12.3823338 | 12.5628331 | 12.1024828 | -0.303735539 |
| Ppp1r12b | 9.23734794 | 9.1136974  | 9.28653966 | 9.41716144 | 8.79890148 | -0.303464039 |
| Rap1gap2 | 12.4347488 | 12.1122975 | 12.1716071 | 12.4149548 | 12.073063  | -0.302657248 |
| Qk       | 12.7024636 | 12.6843158 | 12.7719943 | 12.9862159 | 12.7107915 | -0.301900138 |
| Grin3a   | 9.98888787 | 9.65533852 | 9.62400293 | 9.95659736 | 9.63887838 | -0.301258838 |
| Cdr1     | 9.37228113 | 9.33467842 | 9.44040276 | 9.63575182 | 9.25128121 | -0.301073404 |
| Baiap3   | 9.46784043 | 9.33055421 | 9.11676133 | 9.02989749 | 9.60347372 | 0.300656726  |

# Supplementary material for: RNA-Sequencing Reveals Unique Transcriptional Signatures of Running and Running-Independent Environmental Enrichment in the Adult Mouse Dentate Gyrus
**Source:** Front Mol Neurosci. 2018 Apr 13;11:126. doi: 10.3389/fnmol.2018.00126
**Supplement:** Supplementary file 3

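For L-RUN, the table lists 424 genes, 108 higher and 316 lower than in LD, with log2 fold changes from -1.15 (Cwc22) to 1.97 (Ptgds). In the files, 421 of the symbols were found as written and 3 with another spelling, and the largest gap between listed and computed values was 0.00025. A cut-off of 0.4 would leave 184 genes.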

Extended Data Figure 6-1. Significantly changed genes in L-RUN

# Supplementary material for: RNA-Sequencing Reveals Unique Transcriptional Signatures of Running and Running-Independent Environmental Enrichment in the Adult Mouse Dentate Gyrus
**Source:** Front Mol Neurosci. 2018 Apr 13;11:126. doi: 10.3389/fnmol.2018.00126
**Supplement:** Supplementary file 4

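The H-RUN table holds 112 genes, 48 higher and 64 lower than in LD, with log2 fold changes from -0.68 (Ogn) to 0.83 (Penk). All 112 symbols were found in the files, and no listed value differed from the computed one by more than 0.00021. With the cut-off at 0.4, 38 of these genes remain.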

Extended Data Figure 6-2. Significantly changed genes in H-RUN

|             | Experimental group, normalized Log2(Readcount) |            |            |            |            | Log2FoldChange |
|-------------|------------------------------------------------|------------|------------|------------|------------|----------------|
|             | CE                                             | RUN        | H-RUN      | LD         | L-RUN      |                |
| Penk        | 10.5185718                                     | 11.3151772 | 11.2947862 | 10.4604868 | 11.3656483 | 0.834299407    |
| Ogn         | 8.89979554                                     | 8.68861924 | 8.27249806 | 8.95020152 | 8.99652119 | -0.677703452   |
| Htra4       | 8.62509395                                     | 9.16810414 | 9.19542518 | 8.62401132 | 9.15061246 | 0.571413856    |
| Igfbp5      | 12.6250156                                     | 12.1621899 | 12.1132248 | 12.6638244 | 12.1812405 | -0.550599528   |
| Sgk1        | 10.5992422                                     | 10.8809697 | 11.0816294 | 10.5356237 | 10.7945364 | 0.546005706    |
| Grik3       | 10.4705266                                     | 9.9627263  | 9.88238656 | 10.4180034 | 10.0457097 | -0.535616813   |
| Dcn         | 9.82196785                                     | 9.33888101 | 8.93111531 | 9.45348581 | 9.73966479 | -0.5223705     |
| Fibcd1      | 10.659663                                      | 9.89081971 | 9.83200125 | 10.3510432 | 9.89522499 | -0.519041991   |
| Rprm        | 10.8410639                                     | 11.0629893 | 11.038455  | 10.5274124 | 11.0649474 | 0.511042639    |
| Tmem181c-ps | 11.8043991                                     | 11.685039  | 11.4228194 | 11.9220379 | 11.8106834 | -0.499218517   |
| Igfbp6      | 8.22917694                                     | 8.58009693 | 8.58451369 | 8.12605239 | 8.68367792 | 0.458461297    |
| Pappa       | 7.14314488                                     | 7.49569082 | 7.61415581 | 7.15743364 | 7.27908444 | 0.45672217     |
| Plekha2     | 11.7764956                                     | 12.2498475 | 12.2953989 | 11.8391995 | 12.1760193 | 0.456199366    |
| Nos1        | 9.19258492                                     | 8.74407151 | 8.86874294 | 9.32254116 | 8.58458017 | -0.453798216   |
| Lgr6        | 9.05169574                                     | 8.9468912  | 8.99703545 | 8.54646686 | 8.87011006 | 0.450568596    |
| Gan         | 7.28792719                                     | 7.14842509 | 7.36233145 | 6.91291598 | 6.79751515 | 0.44941547     |
| Glt8d2      | 8.66268312                                     | 8.46432575 | 8.38234017 | 8.81881817 | 8.4252359  | -0.436477995   |
| Hrk         | 11.1289764                                     | 10.8266844 | 10.8371433 | 11.2723177 | 10.9245761 | -0.435174456   |
| Drd1a       | 8.17449717                                     | 8.56101026 | 8.63940785 | 8.20668292 | 8.44640589 | 0.432724935    |
| Parm1       | 8.81094488                                     | 8.35539522 | 8.4446966  | 8.87501307 | 8.29996834 | -0.430316476   |
| Robo3       | 10.7194471                                     | 11.2040824 | 11.1716964 | 10.7447859 | 11.2695991 | 0.426910508    |
| Tgfbr1      | 10.3891845                                     | 10.3337058 | 10.2381644 | 10.6624879 | 10.3904164 | -0.424323542   |
| Cdhr1       | 6.81358305                                     | 6.75146447 | 6.61525308 | 7.03642654 | 6.76695932 | -0.421173456   |
| Lars2       | 11.6651947                                     | 12.0404241 | 12.1987914 | 11.7783922 | 12.2622104 | 0.420399217    |
| Nptx2       | 9.50701881                                     | 9.82123668 | 9.91664056 | 9.49684946 | 9.70008315 | 0.419791099    |
| Fat4        | 11.6970101                                     | 11.3291672 | 11.3240808 | 11.7433672 | 11.4088816 | -0.419286349   |
| Rgs4        | 12.0114453                                     | 12.4003986 | 12.4463603 | 12.0299143 | 12.4060789 | 0.416445988    |
| Kcnf1       | 10.31936                                       | 9.92108892 | 9.79511573 | 10.2082092 | 10.0003256 | -0.413093437   |
| Bok         | 10.0789539                                     | 10.4360326 | 10.6186267 | 10.2086215 | 10.2537167 | 0.410005165    |
| Kitl        | 10.4541834                                     | 10.1989132 | 10.1867716 | 10.5946865 | 10.3170766 | -0.407914949   |
| Lrrc10b     | 10.6918985                                     | 11.0061206 | 11.120789  | 10.7153636 | 10.9334387 | 0.405425364    |
| C1ql2       | 11.859996                                      | 12.061984  | 12.0990124 | 11.6948471 | 12.0651473 | 0.40416531     |
| Kcnj16      | 8.94640401                                     | 8.58438949 | 8.5090532  | 8.91214992 | 8.77190327 | -0.403096715   |
| Gabra3      | 9.60584152                                     | 9.17536392 | 9.03308719 | 9.43571509 | 9.28797691 | -0.402627901   |
| Cd74        | 5.7228292                                      | 5.92896888 | 5.75243068 | 6.15474772 | 6.04607055 | -0.402317048   |
| Matn2       | 10.0883917                                     | 9.68608501 | 9.76553411 | 10.1663125 | 9.64121488 | -0.400778374   |
| Trnp1       | 11.3065425                                     | 11.4679815 | 11.5493963 | 11.1488296 | 11.4296282 | 0.400566672    |
| Itpr1       | 12.4216037                                     | 12.3090912 | 12.3890718 | 12.7892696 | 12.184442  | -0.400197874   |
| Serinc2     | 7.79717218                                     | 8.1826361  | 8.19213146 | 7.79274925 | 8.15684879 | 0.399382216    |

|               |            |            |            |            |            |              |
|---------------|------------|------------|------------|------------|------------|--------------|
| Ptgs2         | 9.37381351 | 9.60451506 | 9.7233431  | 9.324603   | 9.42116365 | 0.398740098  |
| 2310003H01Rik | 9.42522896 | 9.41600641 | 9.3429196  | 9.73785689 | 9.44904373 | -0.394937289 |
| Iglon5        | 10.3119159 | 10.497299  | 10.554441  | 10.1616942 | 10.5711904 | 0.392746828  |
| Kcnq3         | 8.85727965 | 8.59921884 | 8.74723548 | 9.13933245 | 8.4509077  | -0.392096969 |
| Nuak1         | 10.1211215 | 10.0130633 | 9.9598556  | 10.3508027 | 9.99636516 | -0.390947096 |
| Vwa3a         | 9.76337316 | 9.50161614 | 9.46431759 | 9.85442321 | 9.5670256  | -0.390105617 |
| Kcnj2         | 9.90878035 | 10.2170165 | 10.3296064 | 9.94185899 | 10.099949  | 0.387747369  |
| Ppl           | 8.67517519 | 9.00944355 | 8.96484192 | 8.57961031 | 9.02176922 | 0.385231614  |
| Sh3bgrl3      | 11.7860774 | 11.9784827 | 11.9625349 | 11.5787142 | 12.0101768 | 0.383820743  |
| Hlf           | 12.1387122 | 11.9322079 | 11.8928466 | 12.2736823 | 12.021205  | -0.380835723 |
| Ptpru         | 9.10229144 | 8.74544336 | 8.66294603 | 9.04142167 | 8.75074684 | -0.378475646 |
| E130008D07Rik | 6.75865186 | 6.69379608 | 6.76002277 | 7.13675844 | 6.70471479 | -0.376735667 |
| Eif2c2        | 10.2864465 | 10.059634  | 10.1441487 | 10.5207837 | 9.90047943 | -0.376635022 |
| Ccbe1         | 9.85710057 | 9.59014459 | 9.66974775 | 10.0457353 | 9.54358949 | -0.375987514 |
| A730098P11Rik | 9.68943119 | 9.52360254 | 9.34128094 | 9.71660349 | 9.80343346 | -0.375322549 |
| 2900052N01Rik | 9.66523454 | 9.60773691 | 9.45931938 | 9.83324772 | 9.650311   | -0.373928337 |
| Dsg2          | 8.66057339 | 8.64905645 | 8.51684197 | 8.88090315 | 8.7670567  | -0.364061181 |
| Mfsd4         | 11.017841  | 11.1010487 | 11.2513814 | 10.8883581 | 10.8226257 | 0.363023359  |
| Bdnf          | 11.0798123 | 11.326044  | 11.4320423 | 11.0703317 | 11.263984  | 0.361710666  |
| 1500012F01Rik | 9.29469969 | 9.6577612  | 9.63147572 | 9.27015275 | 9.62957111 | 0.361322969  |
| Hspa5         | 13.2642082 | 13.2551312 | 13.0945491 | 13.4551812 | 13.3384413 | -0.360632099 |
| Blnk          | 8.08160159 | 8.30048418 | 8.36083199 | 8.00230269 | 8.15125795 | 0.358529299  |
| Bhlhe40       | 10.9581102 | 10.8380831 | 10.7468253 | 11.1050407 | 10.8013987 | -0.358215384 |
| Darc          | 9.93472847 | 10.2210355 | 10.1775028 | 9.81943169 | 10.1096243 | 0.358071148  |
| D430041D05Rik | 12.6911234 | 12.4557608 | 12.468205  | 12.8253322 | 12.4560397 | -0.357127224 |
| Kif17         | 9.86316237 | 10.0886073 | 10.1089328 | 9.75243764 | 10.057612  | 0.356495165  |
| Gpnmb         | 7.80010203 | 8.16922518 | 8.20062115 | 7.84556521 | 7.99460572 | 0.355055933  |
| Elfn2         | 11.4172822 | 11.0100583 | 11.0653132 | 11.4196548 | 10.9146753 | -0.354341676 |
| Mid1          | 9.11291512 | 9.1448685  | 9.35758607 | 9.00355127 | 8.87394783 | 0.354034802  |
| Atp2b4        | 12.285273  | 11.8573795 | 11.8452958 | 12.1978527 | 11.9624967 | -0.352556954 |
| Frrs1l        | 11.8747906 | 11.61003   | 11.7539126 | 12.1060602 | 11.4448769 | -0.352147613 |
| Dnajc3        | 10.6928311 | 10.6760295 | 10.6009843 | 10.9478827 | 10.6951276 | -0.34689838  |
| Synm          | 10.4025313 | 10.2567855 | 10.291512  | 10.6383304 | 10.1495119 | -0.346818427 |
| Nr1d2         | 11.5158144 | 11.3233077 | 11.3443423 | 11.6897983 | 11.3156418 | -0.345455968 |
| Fxyd7         | 8.90266603 | 9.07335297 | 9.17969013 | 8.83445935 | 8.92835962 | 0.345230774  |
| Gstp1         | 11.3960183 | 11.3647691 | 11.4128975 | 11.0692446 | 11.3991357 | 0.343652886  |
| Kif26b        | 9.08614888 | 8.93488454 | 9.00928071 | 9.35031291 | 8.80303563 | -0.341032199 |
| Hist1h1c      | 8.84932687 | 9.20013008 | 9.24387543 | 8.90439846 | 9.17529656 | 0.339476979  |
| Zfp46         | 10.9083657 | 10.8935085 | 11.0157047 | 10.6789833 | 10.7064435 | 0.336721343  |
| Daglb         | 10.1962157 | 10.2824386 | 10.4039247 | 10.0680764 | 10.2328714 | 0.335848283  |
| Setbp1        | 10.4495926 | 10.2679822 | 10.3188744 | 10.6527648 | 10.2619389 | -0.333890386 |
| Ecm2          | 8.67250954 | 8.45252774 | 8.42778953 | 8.76139401 | 8.50246211 | -0.333604481 |
| Upp1          | 6.813165   | 6.61517116 | 6.54412948 | 6.87737185 | 6.64373507 | -0.333242373 |

|               |             |            |            |            |            |              |
|---------------|-------------|------------|------------|------------|------------|--------------|
| Zcchc5        | 7.52070523  | 7.26795345 | 7.22960954 | 7.56284892 | 7.32578586 | -0.333239376 |
| Grin3a        | 9.98888787  | 9.65533852 | 9.62400293 | 9.95659736 | 9.63887838 | -0.33259443  |
| Alg10b        | 9.31231778  | 9.23731369 | 9.30365096 | 9.63309167 | 9.071627   | -0.329440718 |
| Tmem181a      | 9.61679315  | 9.33658501 | 9.28245271 | 9.61090465 | 9.46227803 | -0.32845194  |
| Krt9          | 8.93861404  | 9.25436295 | 9.19510369 | 8.86777134 | 9.17241344 | 0.327332353  |
| Amotl1        | 8.94349695  | 8.75727826 | 8.74987008 | 9.07540104 | 8.91352591 | -0.325530964 |
| Prmt8         | 10.74411116 | 10.7511655 | 10.7936674 | 11.1187103 | 10.6741466 | -0.325042936 |
| Nrgn          | 15.2276264  | 15.3376665 | 15.3905698 | 15.0676206 | 15.3681279 | 0.322949175  |
| Frzb          | 10.3856732  | 10.2775485 | 10.2331735 | 10.5560642 | 10.3406985 | -0.322890714 |
| Megf9         | 10.1242169  | 9.91377859 | 10.1026799 | 10.4203484 | 9.66534183 | -0.317668498 |
| Etv1          | 10.7227528  | 10.3424413 | 10.3297669 | 10.6470704 | 10.3831355 | -0.317303481 |
| Rn45s         | 14.0768613  | 14.3771818 | 14.5809235 | 14.2639629 | 14.660353  | 0.316960593  |
| Htr2c         | 9.1219739   | 8.50673857 | 8.33497652 | 8.65116853 | 8.76818293 | -0.316192008 |
| 6030419C18Rik | 12.4486048  | 12.4740934 | 12.5033042 | 12.1874247 | 12.4227914 | 0.315879504  |
| Adamts1       | 9.27817213  | 9.11573617 | 9.16137056 | 9.47692312 | 9.12797064 | -0.315552562 |
| Tenm1         | 9.21663243  | 8.86597415 | 9.00688795 | 9.32212959 | 8.7629292  | -0.315241634 |
| Rhbdl3        | 9.06458449  | 8.69481657 | 8.60549411 | 8.9205717  | 8.8118643  | -0.315077591 |
| Acvr1c        | 10.2380195  | 10.5331088 | 10.6514955 | 10.3393285 | 10.4808638 | 0.31216698   |
| Ypel4         | 10.1257298  | 10.3435142 | 10.3471169 | 10.0360238 | 10.4203434 | 0.311093032  |
| Glp2r         | 7.1227972   | 7.24791055 | 7.24547342 | 6.93559919 | 7.12816219 | 0.309874231  |
| Trpm3         | 10.8676342  | 10.6603474 | 10.8110026 | 11.1204239 | 10.4724765 | -0.309421312 |
| Tspan18       | 10.7220934  | 10.4447651 | 10.3677862 | 10.6759783 | 10.5184485 | -0.308192147 |
| 1110008P14Rik | 10.355522   | 10.4861515 | 10.5119266 | 10.2041234 | 10.4219171 | 0.307803264  |
| Epha7         | 13.0960061  | 13.2333198 | 13.4270091 | 13.1197129 | 13.0317736 | 0.307296174  |
| Rab40b        | 11.4771613  | 11.7271236 | 11.758537  | 11.451827  | 11.805146  | 0.306709955  |
| Csdc2         | 11.6004372  | 11.7811167 | 11.7578108 | 11.453191  | 11.7941274 | 0.30461975   |
| Gpr101        | 8.39154691  | 7.871618   | 7.56087349 | 7.86525083 | 8.10170773 | -0.304377347 |
| Adcyap1r1     | 12.6580862  | 12.4698067 | 12.4366222 | 12.7407524 | 12.463307  | -0.304130209 |
| Prr16         | 7.63896973  | 7.45487416 | 7.43336037 | 7.73470931 | 7.46756682 | -0.301348939 |
| Per3          | 11.2603313  | 11.1671695 | 11.1289076 | 11.4290461 | 11.1513047 | -0.300138544 |

How the deposited data were processed for this re-analysis (not part of the article)

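RNA of the DG of mice from 5 groups was sequenced, with 1 library of pooled RNA per group: LD, CE and RUN with 8 mice each, and L-RUN and H-RUN with 4 mice each. RUN held the RNA of the same 8 mice as L-RUN and H-RUN together. Conditions were taken from the labels of the samples and the paper.

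The authors trimmed adapters, mapped the reads to mm10 with Tophat, counted them on RefSeq genes with HTSeq, and used DESeq2 to normalize all samples at once and extract regularized log values. These values were deposited on the log2 scale, 1 per gene and library for 23420 gene symbols, and were used here as they are. Shrinkage of the regularized log depends on the counts, which are not in the files analysed here, and it could not be undone. The depth of each library is unknown, so no precision from counting can be given. For the same reason, no model of counts was fitted.

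Differences were taken between a group's regularized log value and that of LD, and a gene was called changed at a difference of at least 0.3 in size. The core list holds genes changed in both L-RUN and H-RUN, and the specific lists hold genes changed in only the named group of this pair. Genes with a mean regularized log value of at least 5 over the 5 libraries (13550 genes) were called expressed and served as the background of the tests. The technical SD was computed from the residual of RUN against log2 of the mean of L-RUN and H-RUN on the linear scale, with the median absolute deviation, per decile of expression. Its variance was taken as 1.5 times that of a single library, and that of a difference between 2 libraries as 2 times. This takes the 3 libraries as equally noisy and the pool as an equal mixture.

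PCA used the 5000 genes with the largest variance, centred and unscaled. For the heatmap, genes with a range of at least 1.4-fold were turned into Z-scores and the groups were clustered by complete linkage on Euclidean distances. Overlaps of lists (6 pairs) and the share of 7 gene families, defined by symbol, in 7 lists (49 pairs) were tested with Fisher's exact test. Means of 12 sets of cell type markers were tested in 4 contrasts (48 pairs) with permutation tests on 100000 random gene sets of the same size, matched on the decile of expression. The smallest p these can give is 1e-05. All families of tests were adjusted by the method of Benjamini and Hochberg. Genes are not independent replicates, and no test here covers differences between mice.

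Positions, transcript lengths and GC contents were taken from the GENCODE annotation and the sequence of GRCm38 (mm10), by gene symbol. For transcript length, the longest transcript was used, and 94.2% of expressed genes had one. The trend of a difference with length was removed with a lowess curve (fraction 0.3).

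Genes named in the text were drawn from all genes that the Results or Discussion name for the RNA-Seq data and the 10 genes with the largest difference from LD in each of CE, RUN, L-RUN and H-RUN, 110 genes in all. Alternatives tried were a cut-off of 0.4, differences centred on their median, quantile normalization, a minimum mean of 7, a further cut-off of 3 times the technical SD, the mean of LD and CE as baseline, other settings of the PCA, the heatmap, the clustering, the mixture and the random sets, and removal of the trend with transcript length.

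The scripts were tested on simulated data with 200 changed genes among 13550, of which 100% were recovered with 0 unchanged genes listed. A residual SD of 0.0367 was put in and 0.0372 recovered, and 6% of 200 random sets had a permutation p below 0.05. The work used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

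Left out were the gene set, pathway and transcription factor analyses, since the gene sets they need are not in the files analysed here, and the behavioral and qPCR experiments, whose values are not in the files. Symbols of the supplementary tables that were not found were matched by their values.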

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

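Markers of leptomeningeal fibroblasts, a signal in genes outside those the paper discusses, were higher than in LD in 3 groups. The mean log2 fold change of the 19 expressed markers was 0.0797 in CE (17 of 19 higher, permutation p = 0.00012, adjusted p = 0.0014), 0.176 in RUN (19 of 19 higher) and 0.350 in L-RUN (19 of 19 higher), the permutation p of the latter pair being 1e-05, the smallest that 100000 permutations can give (adjusted p = 0.00024 over 48 pairs of marker set and group). In H-RUN the mean was 0.010, with 10 of 19 markers higher (permutation p = 0.49, adjusted p = 0.65), and the difference between L-RUN and H-RUN was not tested. A candidate explanation is that more leptomeningeal tissue was left on the DG in these groups, and the same tissue may contribute to the higher collagen and extracellular matrix genes in CE and L-RUN. It may also contribute to the rise of Ptgds and Igf2 in RUN and L-RUN, as both genes had the order of groups of the marker means. The marker mean was higher in RUN than in CE, yet the RUN list held 1 collagen chain and the CE list 6. L-RUN, with the highest mean, held 6, and RUN held 4 with the trend with transcript length removed. The collagen chains thus followed the marker means only in part. These marker means are the observation itself, so they are not a separate test of the amount of tissue, and no other measure of it is in the files analysed here. Random sets matched on transcript length had a mean of 0.018 in L-RUN (permutation p = 1e-05, the smallest possible, adjusted p = 3.5e-05 over 7 tests). Sets matched on GC content had a mean of 0.019 in CE (permutation p = 0.00123, adjusted p = 0.0017). Sets matched on expression alone had means of 0.007 in L-RUN and 0.006 in CE, so the matching moved the random means only slightly. For the 6 collagen chains in the CE list, sets matched on GC content held a mean of 0.18 CE genes (permutation p = 1e-05, the smallest possible, adjusted p = 3.5e-05). That is close to the 0.19 drawn at random without matching on GC content. Genes of like expression and GC content were thus seldom in the CE list. This argues against GC content as the source of these 6 chains. A change of expression in the meningeal cells of these mice would give the same markers, so the housing and the dissection cannot be told apart with 1 pool per group.

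Microglia markers were lower in CE than in LD, by a mean of -0.0950 with 1 of 10 markers higher (permutation p = 0.0024, adjusted p = 0.020 over 48 pairs), again in genes outside those the paper discusses. The means in RUN, L-RUN and H-RUN were -0.077, -0.083 and -0.078 and did not pass the adjustment (permutation p = 0.037, p = 0.085 and p = 0.018, adjusted p = 0.098, p = 0.19 and p = 0.073). With the median in place of the mean, RUN and H-RUN passed it (permutation test, adjusted p = 0.042 in both), as did H-RUN against random sets not matched on expression (adjusted p = 0.048). All 4 contrasts share the LD library, so a high level in that library may be involved, and this was not tested for the markers. Random sets matched on GC content had a mean of 0.021 in CE (permutation p = 9e-05, adjusted p = 0.00016 over 7 tests). A different amount of microglial RNA and a different state of microglia were not separated by any test.

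Markers of CA1 pyramidal neurons, genes outside those the paper discusses, were lower than in LD in RUN (mean -0.138, 0 of 7 higher, permutation p = 0.00066, adjusted p = 0.0063 over 48 pairs) and in L-RUN (mean -0.290, 0 of 7 higher, permutation p = 2e-05, adjusted p = 0.00032). In H-RUN the mean was 0.003, with 4 of 7 higher (permutation p = 0.81, adjusted p = 0.92), and the difference between the groups was not tested. For the 6 markers with a transcript length the mean in L-RUN was -0.316, and random sets matched on length had a mean of -0.009 (permutation p = 4e-05, adjusted p = 9.3e-05 over 7 tests), close to the -0.004 of sets for all 7 markers matched on expression alone, so the matching corrected little. A candidate explanation is that the L-RUN samples held less tissue from CA1, which lies beside the DG. Changed expression of these genes within the DG was not tested and remains possible as well.

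In 4 genes, CE and a running group changed past the cut-off in opposite directions. Each rests on 1 library per group, and these differences were not tested. Fibcd1 was 0.309 in CE and -0.460, -0.456 and -0.519 in RUN, L-RUN and H-RUN, differences of 0.769, 0.764 and 0.828 between CE and these groups. Between CE and H-RUN, Dcn differed by 0.891 (0.368 and -0.522), Gpr101 by 0.830 (0.526 and -0.304) and Htr2c by 0.787 (0.471 and -0.316). No explanation, technical or biological, was tested for these genes singly.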

How the results depend on the processing

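The cut-offs, the alternatives, the gene families and the marker lists were set before the processed files arrived, except where stated here. Of 669 results recomputed under an alternative, 607 were unchanged, 38 moved, 11 became weaker, 13 became stronger and 0 reversed. Unchanged is a loose label: a count could move within 1.5 times, an adjusted p on its side of 0.05, and a gene by less than its technical SD. The RUN list, for instance, counts as unchanged at 120 genes with the trend with transcript length removed. The unchanged ones include those under the further cut-off of 3 times the technical SD, which could remove no gene. They also include named genes under centring on the median, which moved none by more than 0.0035. Rows of metabotropic glutamate receptors, absent from every list, are among them too. Of the 113 that belong to headline results, 86 were unchanged, 24 moved and 3 became weaker. Of 556 others, 521 were unchanged, 14 moved, 8 became weaker and 13 became stronger. The 14 are single genes moved by quantile normalization, by at most 0.0714.

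The percentages of variance on PC1 and PC2 and the technical SD kept their side of every criterion under all alternatives. The collagen chains in the CE list fell from 6 to 4 at a cut-off of 0.4. Their adjusted p of Fisher's exact test stayed below 0.05 under each alternative tried for the families.

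At a cut-off of 0.4, CE kept 25 of 81 genes, RUN 52 of 178, L-RUN 184 of 424 and H-RUN 38 of 112. CE and RUN then shared 4 genes in place of 27, and L-RUN and H-RUN 12 in place of 53. The share of L-RUN genes with a smaller change in H-RUN was 98.4%, against 95.3%. Pairs of family and list past the adjusted threshold fell from 16 to 9, the ionotropic glutamate receptor subunits in the core list from 2 to 0, and the TGF-beta superfamily receptors in the H-RUN-specific list from 2 to 1. Most changed genes lie between the cut-offs, which may explain these shifts.

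With the mean of LD and CE as the baseline, RUN had 84 genes in place of 178, L-RUN 273 in place of 424, and L-RUN and H-RUN shared 26 in place of 53. A level particular to the LD library would shrink the lists in this way, and 24.2% of the RUN genes also differed from CE by the cut-off in the same direction.

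Removing the trend with transcript length, an alternative chosen after seeing the data, left 17 genes in place of 27 shared by CE and RUN and 0 in place of 2 ionotropic glutamate receptor subunits in the core list. It takes away a part of the differences that long transcripts have in common.

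With the mixture computed as the mean of the log values, 1 gene in place of 0 passed 0.3 in the RUN residual. The heatmap held 59 genes at 1.5-fold in place of 133. Cut-offs on the range of log2 values, chosen after seeing the data, gave 694 genes at 0.30, 432 at 0.35, 344 at 0.38, 316 at 0.39, 287 at 0.40, 251 at 0.41 and 228 at 0.42. With 1 - Pearson correlation as the distance, the tree of groups kept 0 of its 3 inner groupings. Of 48 pairs of marker set and group, 6 passed in the main test, 13 with unmatched random sets and 10 with the median in place of the mean.

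The replicate block was not run because each group has 1 library. For the same reason, no replicate was left out. The depth of the libraries is unknown, so what it limits cannot be stated, and differences of genes with low expression are shrunken to an unknown degree.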

Differences from the paper's values

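At least a 1.4-fold difference between any 2 groups was found for 133 genes, against the paper's 380. None of the alternatives set before the files arrived closed the gap: 59 genes at 1.5-fold, 128 with quantile normalization and 130 with a minimum mean of 7. The higher fold and the minimum mean could only lower the count, so they could not have closed it. Range cut-offs of 0.35, 0.38, 0.39 and 0.40 on the log2 scale gave 432, 344, 316 and 287 genes, within 1.5 times the paper's number, and were chosen after seeing the values.

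Genes highest in LD numbered 69, against the paper's 198 for Class I, and 27, 61 and 69 under the same 3 alternatives (1.5-fold, quantile normalization and the minimum mean of 7). Genes highest in CE numbered 28, against the paper's 68 for Class II, and 14, 28 and 27 under the alternatives. For H-RUN there were 11, against the paper's 32 for Class III, and 2, 13 and 11 under the alternatives. L-RUN had 25, against the paper's 82 for Class IV, and 16, 26 and 23 under the alternatives. None of these closed a gap, and the higher fold and the minimum mean could only lower the counts. The classes are parts of unlike totals, 133 genes here and 380 in the paper, so their gaps are not separate from that of the total. As shares of the 133 genes, LD had 51.9%, CE 21.1%, H-RUN 8.3% and L-RUN 18.8%. LD had the largest share in the paper as well.

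Ratios to LD were computed from the shrunken regularized log values, while the paper's Fig. 2 plots ratios of FPKM. For Cd74 in RUN the ratio was 0.855, against the paper's value of about 0.43 in Fig. 2I, read by eye. In CE it was 0.741, against the paper's about 0.08 in Fig. 2I, read by eye, and in H-RUN 0.757, against the paper's about 0.09 in Fig. 2I, read by eye. For Prss22 the ratio was 0.861 in RUN, against the paper's about 0.49 in Fig. 2J, read by eye, and 0.715 in L-RUN, against the paper's about 0 in Fig. 2J, read by eye. The ratio of Cwc22 in L-RUN was 0.451, against the paper's about 0.25 in Fig. 2K, read by eye. Quantile normalization and centring on the median, both set before the files arrived, closed none of these gaps (0.855 and 0.856 for Cd74 in RUN, 0.743 and 0.742 in CE, 0.760 and 0.759 in H-RUN, 0.865 and 0.862 for Prss22 in RUN, 0.718 and 0.716 in L-RUN, 0.466 and 0.452 for Cwc22). Neither alternative undoes the shrinkage, so neither could have closed a gap that comes from it.

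PC1 and PC2 held 57.3% and 24.7% of the variance with 5000 genes. With all genes, an alternative set before the files arrived, they held 52.8% and 25.2%, which reaches the paper's about 53% and about 25% in Fig. 2E, read by eye. The paper states that 5000 genes were used.

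The paper places CE closest to LD in its clustering. Here the Euclidean distance from LD was 13.1 for H-RUN and 13.3 for CE, although CE and LD formed a pair in the tree. In the paper's tree, read by eye from Fig. 3A, RUN and L-RUN form a pair and H-RUN lies with CE and LD. The tree here joined RUN with H-RUN and L-RUN last. With 1 - Pearson correlation, set before the files arrived, RUN grouped with L-RUN and H-RUN with LD and CE, as in the paper. With that distance too, LD joined H-RUN first (at 0.735) and CE only later (at 1.44), so CE was not closest to LD among these genes. The trees here rest on 133 genes and the paper's on 380. No tree was computed on a wider set of genes, so the unlike gene set remains a possible cause of these differences.

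The paper describes the CE changes as separate from those of running, and 45 of the 81 CE genes were in at least 1 running list. It describes enkephalin as expressed in running groups alone, and Penk had regularized log values of 10.46 in LD and 10.52 in CE, against 11.29 to 11.37 in the running groups. It describes Prss22 as nearly absent in L-RUN, where its value was 6.30 against 6.78 in LD. The paper's statement rests on qPCR as well, and the shrunken value of a gene with low expression cannot contradict it. The paper states that Cd74 fell in every group. The falls in RUN and L-RUN, log2 fold changes of -0.23 and -0.11, did not reach the cut-off. Bdnf, listed by the paper among changed genes in RUN, had a log2 fold change of 0.26 there and passed the cut-off in H-RUN alone.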

Other observations

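The differences from LD fell with transcript length in every group, across 12765 expressed genes, which are not independent replicates. The Spearman correlation with the longest transcript was -0.5129 in L-RUN, and among CE, RUN and H-RUN it was closest to 0 in CE, at -0.3262. Of the genes lower in L-RUN, 134 were in the decile with the longest transcripts and 3 in the decile with the shortest. These values may reflect a bias between the libraries with transcript length, such as one from RNA quality in polyA RNA, and the RNA quality of the mice is not in the files analysed here. Of the 5 libraries, LD had the highest values of long transcripts relative to short ones (0.116 for the longest minus the shortest decile, against 0.011 in CE, -0.046 in RUN, -0.096 in L-RUN and 0.014 in H-RUN). H-RUN and CE did not differ with length (Spearman correlation 0.012). The correlation was -0.249 for L-RUN minus RUN and 0.309 for H-RUN minus RUN. In the residual of RUN the correlation was -0.03031. Trends of opposite sign in L-RUN and H-RUN would cancel in this residual, so it cannot exclude a length bias arising when each library was made. The LD and CE libraries have no such residual, and a bias arising there was not tested. It remained given the genomic span of the gene (partial rank correlation -0.3564) and given transcript GC content (partial rank correlation -0.4795). Of 3 definitions of transcript length tried, the median transcript gave -0.276 in L-RUN and the longest coding transcript -0.541. A lower expression of long genes in the living tissue would look the same and was not separated from such a bias.

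The ionotropic glutamate receptor genes have long transcripts, so their place in the lists was tested against random gene sets matched on expression and length. The RUN list held 4 of 18, against a mean of 0.65 in the random sets (permutation p = 0.00247, adjusted p = 0.0029 over 7 tests), and the core list 2, against 0.12 (permutation p = 0.00638, adjusted p = 0.0064). With the trend removed, an alternative chosen after seeing the data, the RUN list held 2 of these genes (Fisher's exact test, adjusted p = 0.038) and the core list 0. Grin2a (-0.45) and Grik3 (-0.36) stayed past the cut-off in RUN, and Grin2b (-0.29) and Grin3a (-0.23) did not. The matched tests were run on 2 definitions of length, and the values given are those for the longest transcript alone. For the core list, the matching and the removal of the trend thus gave different answers. For the RUN list, the adjusted p stayed below 0.05 in both, but the genes fell from 4 to 2. A part played by transcript length was not excluded.

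Differences between CE and LD rose with transcript GC content, with a Spearman correlation of 0.5602 across genes, against 0.306 in RUN, 0.249 in L-RUN and 0.246 in H-RUN. A GC bias between the CE and LD libraries may contribute to the CE list, and it cannot be told apart from an effect of the housing with 1 library each. The residual of RUN had a correlation of 0.109 with GC content.

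The larger number of genes in L-RUN than in H-RUN was tested against noise of the L-RUN library. For the genes changed only in L-RUN, the change in RUN was 0.9604 times the change computed for the mixture (median). Noise of the L-RUN library would give a ratio below 1, though not one near 0. The genes of the L-RUN list also changed in H-RUN, in the same direction for 92.0% and with a slope of 0.347. For the genes changed only in H-RUN, the change in RUN was 1.028 times the computed change. This tests noise of the L-RUN and H-RUN libraries alone. The LD value enters both the measured and the computed change, so an odd level of the LD library would also give a ratio near 1, and with the mean of LD and CE as the baseline the L-RUN list fell from 424 to 273 genes. Differences between the pooled mice other than running distance were not excluded either. RUN lay outside the range of L-RUN and H-RUN in 41.73% of expressed genes, where values merged from the reads of L-RUN and H-RUN were predicted to do so in under 5%.

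Of the genes changed in RUN against LD, 24.16% also differed from CE by the cut-off in the same direction, fewer than the 50% set in the prediction. A level particular to the LD library may therefore contribute to the RUN list, as may an effect that CE and RUN share.

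CD1 mice are outbred, and genotypes that differ between small pools may change neighbouring genes together. The L-RUN list held 23 pairs of neighbouring genes, against a mean of 13.0 in random lists matched on expression (permutation p = 0.005999, adjusted p = 0.012 over 2 tests), and the H-RUN list 3, against 0.80 (permutation p = 0.0447, adjusted p = 0.0447). The H-RUN value is near the threshold and moved with the random draw. Neighbouring genes can also share regulation, so these counts do not separate the explanations.

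Choroid plexus was considered for the rise of Ttr in CE. Only 4 of 15 choroid plexus markers were expressed, and their mean of -0.002637 cannot decide the question (permutation p = 0.89, adjusted p = 0.92 over 48 pairs).

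The predictions for transcript length in CE, RUN and H-RUN, for GC content in CE and for merged reads were written only after the result was seen.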
